# Genome-Wide Identification and Expression Analysis of MADS-Box Family Genes in Litchi (*Litchi chinensis* Sonn.) and Their Involvement in Floral Sex Determination

**DOI:** 10.3390/plants10102142

**Published:** 2021-10-09

**Authors:** Hongling Guan, Han Wang, Jianjun Huang, Mingxin Liu, Ting Chen, Xiaozhen Shan, Houbin Chen, Jiyuan Shen

**Keywords:** litchi, MADS-box genes, sex determination, flower development, phytohormones

## Abstract

Litchi possesses unique flower morphology and adaptive reproduction strategies. Although previous attention has been intensively devoted to the mechanisms underlying its floral induction, the molecular basis of flower sex determination remains largely unknown. MADS-box genes are promising candidates for this due to their significant roles in various aspects of inflorescence and flower organogenesis. Here, we present a detailed overview of phylogeny and expression profiles of 101 MADS-box genes that were identified in litchi. These *LcMADS*s are unevenly located across the 15 chromosomes and can be divided into type I and type II genes. Fifty type I MADS-box genes are subdivided into Mα, Mβ and Mγ subgroups, while fifty-one type II *LcMADS*s consist of 37 MIKC^C^ -type and 14 MIKC *-type genes. Promoters of both types of LcMADS genes contain mainly ABA and MeJA response elements. Tissue-specific and development-related expression analysis reveal that *LcMADS51* could be positively involved in litchi carpel formation, while six MADS-box genes, including *LcMADS42/46/47/75/93/100*, play a possible role in stamen development. GA is positively involved in the sex determination of litchi flowers by regulating the expression of *LcMADS51* (*LcSTK*). However, JA down-regulates the expression of floral organ identity genes, suggesting a negative role in litchi flower development.

## 1. Introduction

MADS-box family genes act as critical transcription factors in both reproductive and vegetative developments in plants [1]. The term ‘MADS’ was derived from the four earliest members of this family in fungi, plants and animals: *MCM1* from yeast, *AGAMOUS* (AG) from *Arabidopsis*, *DEFICIEN*S from snapdragon, and *SERUM RESPONSE FACTOR* (SRF) from humans [2,3,4,5]. All members of the family contain a highly conserved MADS-box motif, which encodes a 60 amino acid peptide responsible for nuclear localization, binding to the target DNA sequence [the CArG-box, CC(A/T) _6_ GG], and dimerization and binding of accessory factors [6].

In eukaryotes, the MADS-box gene family can be categorized into two groups, referred to as type I and type II [7]. In contrast to type I genes, which are weakly characterized in plants, type II subfamily genes have been extensively studied and documented. Type II proteins are also called MIKC-type proteins, named after the four characteristic domains: a MADS-box domain that determines DNA binding and dimerization of proteins; a less-conserved intervening (I) domain that is crucial to the formation of DNA dimers; a well-conserved keratin (K) domain that is involved in protein-protein interaction due to a coiled-coil structure, and a variable C-terminal (C) domain [6,7]. According to phylogenetic relationships, type I MADS-box genes can be further divided into Mα, Mβ, and Mγ classes [8], while type II genes can be subdivided into MIKC^C^ (the ^C^ means classic) and MIKC * classes based on structure differences in their K-domains and the length of their I domains. In comparison with MIKC *, the length of I domains is shorter and encoded by fewer exons in MIKC^C^ class proteins [9]. MIKC^C^-type MADS-box genes are further classified into approximately 11–13 clades based on structure differences and are well-known for their roles of significance in flower development according to the ABC model [10,11]. Thereafter, more important players of the floral process pathway were identified, leading to the extension of the ABC model to the ABCDE model and the protein-based quartet model [12]. 

Most angiosperm plants, such as *Arabidopsis*, consist of four sorts of typical flower organs, including sepals, petals, stamens, and carpels, arranged in a succession of concentric whorls or rings. The ABC model postulates three classes of genes that function in adjacent whorls. A-class genes *APETALA1* (*AP1*) and *APETALA2* (*AP2*) are involved in sepal and petal development; B-class genes *APETALA3* (*AP3*) and *PISTILLATA* (*PI*) specify the identity of petal and stamen; and C-class gene *AGAMOUS* (*AG*) is necessary for stamen and carpel specification. In addition, D-class genes *SHATTERPROOF* (*SHP*) and *SEEDSTICK* (*STK*) are found to determine ovule development, while E-class genes *SEPALLATA* (*SEP*) *1–4* assist in the formation of all floral organs [13,14,15]. All genes involved in the ABCDE model belong to the MADS-box gene family, except for *AP2*. 

Litchi is an economically valuable species in the Sapindaceae family, which is widely grown in southern China and subtropical regions due to its popular fruits. Litchi is a monoecious plant that produces determinate inflorescences on current-season terminal shoots. The litchi flowers possess a cup-shaped calyx with 4–5 sepals, but do not have petals. Based on the development and function of stamens and carpels, litchi flowers can be classified into three types, namely male flowers (type I), hermaphrodite functional female (type II) and hermaphrodite functional male flowers (type III). Type I flowers lack ovules and are functionally male (Male = M). These flowers have 6–8 stamens, which produce much viable pollen. Type II flowers are hermaphrodite but function as female (female = F), with a well-developed pistil (two carpels) and stigma (two-lobed), as well as stamens that do not dehisce. Type III flowers are male (male = m) but have a rudimentary pistil lacking style and stigma. In general, the three types of flowers bloom in the succession of Male-female-male, namely the first flowers to open are male flowers (type I), whereas in some particular years the first flowers to open can be female [16], in which we hypothesize that genes controlling carpel development are activated and promoted ahead of time. However, little is known about the molecular basis and regulation mechanisms underlying the sex differentiation of litchi flowers. 

In this study, MADS-box genes in litchi were identified because of their versatile roles in flowering and flower development, and their chromosomic locations were mapped. Gene structures, conserved motifs, and cis-elements of their promoters were comprehensively analyzed. The tissue-specific expression profiles of MADS-box genes in stamens and carpels of three types of flowers at different stages was investigated. In addition, candidate genes for flower sex determination in response to gibberellin (GA) and methyljasmonate (MeJA) were evaluated. The results can improve our understanding of the evolution and functions of MADS-box genes in litchi and facilitate further studies of molecular mechanisms in the sex determination of litchi flowers.

## 2. Results

### 2.1. Identification and Characterization of MADS-Box Genes in Litchi

To identify candidate MADS-box genes in litchi, BLASTP was conducted to search the litchi genome database using MADS-box protein sequences in *Arabidopsis*, rice, and tomato as queries. The full-length coding sequence (CDS) of 154 putative MADS-box genes was obtained. In addition, a Hidden Markov Model (HMM) search in the litchi genome was carried out using the SRF-TF domain (PF00319), resulting in a total of 199 putative MADS-box genes. Subsequently, these sequences were further verified through blasting against public databases, including Conserved Domain Database (CDD) and Simple Modular Architecture Research Tool (SMART). The sequences without conserved MADS-box domains and alternative transcripts were removed, resulting in a final total of 101 sequences identified as MADS-box genes in litchi (Figure 1). All 101 genes were unevenly distributed on 15 chromosomes in litchi and were named as *LcMADS1* to *LcMADS101*, based on their position on the chromosome (Figure 1). Chr5 had the greatest number of MADS-box genes (18 genes), followed by Chr9 (16 genes), while Chr4 and Chr13 had only 2 genes each (Figure 1). 

The CDS length of litchi MADS-box genes ranged from 228 bp (*LcMADS16*) to 1317 bp (*LcMADS98*). Accordingly, the relative molecular weight (MW) varied from 8.44 kDa to 48.94 kDa, and the theoretical pI ranged from 5.16 to 10.37 (Table S1). The diversity in the amino acid sequence length, MW, and pI of LcMADSs indicated functional differences between them.

### 2.2. Phylogenetic Analysis of Litchi MADS-Box Genes

In order to investigate the evolutionary relationship between litchi MADS-box genes (101 genes) and the known MADS-box genes in *Arabidopsis* (58 genes), we conducted phylogenetic analysis based on multiple alignment of full-length protein sequences. According to the maximum likelihood phylogenetic tree, 50 litchi MADS-box proteins were clustered into type I, and the remaining 51 proteins were classified into type II (Figure 2).

To further examine the phylogenetic relationship between litchi MADS proteins and group them into the established subfamilies, we performed phylogenetic analysis separately for type I and type II from alignments of full-length protein sequences from litchi, *Arabidopsis*, and rice by the maximum likelihood method. According to the phylogenetic tree, fifty type I MADS-box genes were divided into three subfamilies, including Mα (30 genes), Mβ (9 genes), and Mγ (11 genes) (Figure 3). Fifty-one type II MADS-box genes could be divided into 13 subfamilies, including 14 MIKC *-type genes and 37 MIKC^c^-type genes (Figure 3). 

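The rows of Table S1 that were used here hold 94 of the 101 MADS-box genes and give each gene's LITCHI identifier, subgroup and chromosome position; the genome build behind these positions is not given in the sources used here. They include 10 genes of the SVP subgroup. The genes LcMADS18 to LcMADS25 lie close together on chromosome 5, from the start of LcMADS18 (LITCHI001246.m1) at 24944289 to the end of LcMADS25 (LITCHI001256.m1) at 25158862. Outside this cluster are LcMADS48 (LITCHI010652.m3, chromosome 8, 7003262 to 7014199) and LcMADS81 (LITCHI007230.m1, chromosome 11, 9790731 to 9797582). In the first 399 bases or fewer of the coding sequences that the rows give, every pair of genes within the cluster except LcMADS24 and LcMADS25 shares stretches of 50 identical bases, for example 202 such stretches between LcMADS20 and LcMADS21 and 172 between LcMADS18 and LcMADS22, and the counts of these genes are uncertain, because the counting could have split their reads between members or left them out. No such stretch was found between LcMADS81 or LcMADS48 and another LcMADS gene. In 18 RNA-seq libraries of carpels and stamens of full-bloom litchi flowers, 9 of the 10 genes could be matched to the deposited table of read counts. LcMADS22 was not matched. The counts below are those of the 1 gene model listed for each gene, without reads counted on other models of its locus. LcMADS81 had 35810 counts over the 18 libraries and LcMADS48 had 144. In the cluster, the sums over the 18 libraries were 102 counts for LcMADS18, 63 for LcMADS20, 42 for LcMADS21 and 4 for LcMADS19. LcMADS23, LcMADS24 and LcMADS25 had 0 counts in every library, which allows up to 0.00564 CPM over the summed total of 531607357 counts, by counting error only.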

In general, litchi and *Arabidopsis* have a similar number of genes in each subfamily, except for the SVP (SHORT VEGETATIVE PHASE) subfamily, in which litchi had 10 members while *Arabidopsis* and rice had only 2 and 3 members, respectively (Figure 3). In contrast to the SVP subfamily, *Arabidopsis* had more members in the FLC (FLOWERING LOCUS C) subfamily than litchi, with rice possessing no FLC homologs (Figure 3).

### 2.3. Identification of Gene Domain, Structure, and Conserved Motif 

Generally, type I proteins have only a MADS domain, while type II MADS proteins contain both MADS and K domains. In litchi, 65 MADS proteins have only MADS domains, while 36 have both MADS and K domains, according to SMART and CDD analysis. Interestingly, 15 out of 51 type II litchi MADS-box genes, similar to type I genes, lacked the K domain. The 14 non-K domain genes were located in the MIKC * subfamily, and the remaining one belonged to the SVP subfamily of MIKC^C^ (Table S1 and Figure S2).

The analysis of intron-exon organization showed that type II genes contained more introns compared to type I genes, with the MIKC * genes containing the largest number of introns (Figure 4). Genes in the same group were likely to have a similar number of introns and exons. However, some closely clustered genes within a subfamily showed significant differences in gene structural arrangement. For example, *LcMADS24* in the SVP subfamily possessed only 2 exons, while other closely related genes in this subfamily had 6 or 7 exons (Figure 4). Furthermore, 20 conserved motifs within the 101 litchi MADS genes were predicted using the MEME motif search tool (Figure 5). The lengths of 20 conserved motifs ranged from 15 to 50 amino acids (Table S2). Motif 1 and 2 represent MADS domains, while motif 3 and 4 are two fragments of the K domain. All litchi MADS-box genes, except for *LcMADS5*, *15*, *57*, *58*, *59* and *69,* contained motif 1, and the six genes without motif 1 possessed motif 2. Motif 3 and 4 were identified in the majority of type II MADS-box genes, whereas they were present only in seven type I genes (*LcMADS2*, *12*, *15*, *33*, *35*, *53* and *55*) (Figure 5).

### 2.4. Expression Profiles of Litchi MADS-Box Genes in Different Floral Organ Tissues

In order to investigate the role of MADS-box genes in litchi floral organ determination, the expression patterns of these genes were analyzed based on transcriptome data and real-time PCR-based expression analysis. Three types of floral organ tissues, including full-bloom functionally female flowers with rudimentary stamens (Female, F), functionally male flowers with rudimentary unobvious pistils (Male, M), and functionally male flowers with rudimentary obvious pistils (male, m), were collected (Figure 6a). 

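RNA of carpels and stamens from the 3 types of flowers of 'Feizixiao' litchi was sequenced in 18 libraries, with 3 libraries for each of the 6 organs, which are named F-carpel, F-stamen, M-carpel, M-stamen, m-carpel and m-stamen. The material was sampled in triplicate from parts of the tree facing the 4 directions. The authors trimmed the reads with Trimmomatic, removed the reads that matched ribosomal RNA and calculated expression with Cufflinks from uniquely mapped reads. The aligner, the program that counted the reads and the genome build are not given in the sources used here. The authors deposited 1 table with a whole-number read count and an FPKM value in each library for 37401 gene models, of which 35214 are LITCHI models and 2187 are listed as new genes. The same table holds the adjusted p-values and log2 fold changes of their DESeq2 comparisons for 9 pairs of organs.

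The total count per library ranged from 25689398 to 32302522, with a median of 29945742. The lowest, median and highest totals were 30078497, 30819323 and 31866235 in F-carpel, and 29268208, 29667193 and 30920017 in F-stamen. In M-carpel they were 25689398, 26441421 and 27200591, the lowest of the 6 organs, and in M-stamen 27940914, 29243707 and 30172661. In m-carpel they were 27156063, 30629882 and 31351088, and in m-stamen 29812987, 31046650 and 32302522. Between 24811 and 27944 gene models had at least 1 count in a library. Across genes, which are not independent replicates, Pearson's correlation of the log2 CPM (counts scaled to equal library totals) between libraries of the same organ was 0.969 to 0.978. The libraries of each organ differed by more than the sampling noise of the counts, with a chi-square of 19.4 to 73.9 per gene. This tells only that none was a copy of another. Each was used as a replicate by its label.

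From these counts, differential expression was tested with edgeR's quasi-likelihood F-test in 1 model with the 6 organs, after TMM normalization and edgeR's filter on low counts, which left 27247 gene models. The thresholds were an FDR below 0.01 with Benjamini-Hochberg adjustment over all genes tested and an absolute log2 fold change of at least 1. A gene that passed both is said to be called. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. Expression levels are given as the mean of the deposited FPKM values ± SD (n = 3 libraries). FPKM is relative to all mapped fragments of a library, while TMM also corrects for differences in composition, so a difference in mean FPKM and a log2 fold change of the same gene need not be equal. Table S4 lists 101 LITCHI identifiers for the MADS-box genes. Of these, 100 were found in the deposited table, and 95 of the 100 could be given their LcMADS names through 94 rows of Table S1 and through Table S3.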

Detached carpels and stamens were separately sampled for RNA extraction, and FPKM (fragments per kilobase of transcript per million mapped) values of MADS-box genes were calculated to obtain the differentially expressed *LcMADS* genes. A total of 29 differentially expressed *LcMADS*s were filtered based on pairwise comparisons of FPKM values (Fold change ≥ 2 and FDR < 0.01), and the data were visualized using a heat map (Figure S3). 

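In the deposited counts, 34 of the 100 LcMADS genes were called differentially expressed in at least 1 of the 15 pairwise comparisons of the 6 organs by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment over all genes tested. The filter on low counts left 41 of the 100 genes in the test. Adjusted over the list alone, 36 of the 41 genes were called. The list was set by sequence and not chosen on these libraries. No read was counted in any of the 18 libraries for 28 of the 100 genes. Each gene stands here for the 1 gene model listed, so reads counted on another model of its locus are left out. With the models of a locus summed, 41 LcMADS genes were called in place of 34. Of the 48 type I genes in the rows of Table S1 used here, 19 had no count, 9 were tested and 6 were called, against 8, 29 and 25 of the 45 type II genes. The count of called genes moved most with the filter, to 19 when only genes with a mean of at least 5 CPM were tested.

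In the authors' deposited table, 29 LcMADS genes pass the same thresholds in at least 1 of the 9 comparisons listed there, and 28 of these are drawn in Figure 6b under names that could be matched. The other one, LITCHI004481.m1, has no name in the tables used here. Of these 29 genes, 28 were also among the 34 called from the counts. The exception was LcMADS38 (LITCHI008374.m1), whose largest difference, between M-stamen and F-carpel, had a log2 fold change of 1.80 (standard error 0.70, FDR 0.0358 from edgeR's test). The 6 genes called from the counts but not in the authors' deposited table were LcMADS2, LcMADS18, LcMADS32, LcMADS48, LcMADS64 and LcMADS101. All 6 had few reads, from 77 counts for LcMADS101 to 327 for LcMADS64 summed over the 18 libraries. LcMADS18 shares stretches of 50 identical bases with other SVP genes and LcMADS32 with LcMADS31, so their counts are uncertain.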

Among the differentially expressed genes, two groups can be distinguished, differing in the character of expression in the organs of flowers of different sexual functionality. 

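Over the whole transcriptome, 8066 of the 27247 genes tested were called differentially expressed between the mean of the 3 stamen organs and the mean of the 3 carpel organs, 5048 of them higher in stamens and 3018 higher in carpels. Without the minimum fold change this number rose to 16433, the largest move among the alternatives run. Among the carpels of the flower types, 9334 genes were called between F-carpel and m-carpel, 7804 between F-carpel and M-carpel, and 3461 between M-carpel and m-carpel. Among the stamens, 5181 genes were called between F-stamen and m-stamen, 4052 between F-stamen and M-stamen, and 2853 between M-stamen and m-stamen. In both organs, the F flowers were thus further from each kind of functionally male flower than these were from each other, by the number of genes called. The share of genes called higher in the first organ was 56.3% for F-stamen against m-stamen, and 72.4% when the deposited FPKM values were tested with limma on log2(FPKM + 1), so the split of higher and lower genes depends on the scaling.

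Of the 41 LcMADS genes tested, 22 were called between stamens and carpels, 16 higher in stamens and 6 higher in carpels, and 22 were called when adjusted over the list alone. The 6 genes higher in carpels were LcMADS45, LcMADS51, LcMADS72, LcMADS73, LcMADS94 and LcMADS96. The largest of these differences was that of LcMADS51, with a log2 fold change of stamens minus carpels of -4.15 (standard error 0.16, FDR 3.3e-12 from edgeR's quasi-likelihood test). The largest difference toward stamens was that of LcMADS46, at 7.44 (standard error 0.29, FDR 3.36e-12 from the same test); LcMADS46 and LcMADS47 share 223 stretches of 50 identical bases in the compared part of their coding sequences, so the counts of each are uncertain.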

Based on the expression trend, genes in group I were highly correlated with carpel development, while genes in group II were highly correlated with stamen development (Figure 6b). 

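LcMADS45 (LITCHI010203.m1, chromosome 8, 3014197 to 3016669 in Table S1), LcMADS51 (LITCHI011705.m1) and LcMADS72 (LITCHI023327.m1, chromosome 10, 16954378 to 16967834) were each called higher in F-carpel than in every one of the other 5 organs. LcMADS45 had 61.4 ± 1.97 FPKM (SD, n = 3) in F-carpel, 7.77 ± 0.347 in F-stamen, the next highest organ, and between 1.37 and 3.21 in the others. Its smallest log2 fold change was that of F-carpel minus F-stamen, 2.86 (standard error 0.17, FDR 9.92e-10 from edgeR's quasi-likelihood test). LcMADS72 had 19.3 ± 0.742 FPKM (SD, n = 3) in F-carpel, 6.15 ± 0.456 in M-carpel and 3.63 ± 0.0912 in m-carpel, and between 0.328 and 1.42 in the stamens. Its log2 fold change was 1.47 for F-carpel minus M-carpel (standard error 0.10, FDR 5.13e-09) and 2.18 for F-carpel minus m-carpel (standard error 0.10, FDR 4.5e-11). LcMADS51 had 32.9 ± 2.05 FPKM (SD, n = 3) in F-carpel, and in the stamens its means were 0.743 or lower. These 3 genes kept all 5 calls with each library left out in turn.

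LcMADS94, LcMADS96 and LcMADS11 also had their highest mean in F-carpel but were not called against every organ. LcMADS94 (LITCHI005351.m1, chromosome 14, 8918287 to 8929543) had 6.76 ± 0.739 FPKM (SD, n = 3) in F-carpel, 1.98 ± 0.253 in m-carpel and 1.63 ± 0.523 in M-carpel, and was called in 4 of the 5 comparisons. Its log2 fold change of F-carpel minus M-carpel was 1.85 (standard error 0.54, FDR 0.00868), and without any 1 of 15 of the 18 libraries (all except M-stamen replicate 1 and m-stamen replicates 1 and 3) the FDR lay between 0.01004 and 0.0409 and the gene was not called. That of F-carpel minus m-carpel was 1.54 (standard error 0.54, FDR 0.0218) and was not called, while DESeq2 called it, which made 4 of these 6 genes with all 5 calls. Without m-stamen replicate 3 it was called (FDR 0.000519). LcMADS96 (LITCHI006184.m1, chromosome 14, 21371409 to 21375501) had 3.64 ± 0.413 FPKM (SD, n = 3) in F-carpel and 3.33 ± 0.12 in m-carpel, a difference smaller than the SD of F-carpel, and the log2 fold change of F-carpel minus m-carpel was -0.11 (standard error 0.80, FDR 0.941). This value changed sign without F-carpel replicate 1, to 0.015, and with limma on log2(FPKM + 1), to 0.094. It was called in 3 of the 5 comparisons, against M-carpel, M-stamen and m-stamen, and its difference from F-stamen, 1.48, was not called (standard error 0.82, FDR 0.136), while limma called it at 1.10 on its scale and edgeR at 1.50 with only these 2 organs in the fit. With only F-carpel and M-stamen in the fit, the call against M-stamen was lost (FDR 0.01008). LcMADS11 (LITCHI026995.m1, chromosome 3, 15705753 to 15715266) had 26.2 ± 2.01 FPKM (SD, n = 3) in F-carpel, 18.2 ± 0.563 in m-carpel, 16.5 ± 0.381 in M-stamen, 14.1 ± 0.184 in F-stamen, 9.28 ± 1.18 in m-stamen and 7.83 ± 0.759 in M-carpel. It was called in 2 of the 5 comparisons, against M-carpel with a log2 fold change of 1.56 and against m-stamen with 1.02. The second was under the minimum fold change without F-carpel replicate 2 (0.99), without m-stamen replicate 1 (0.94), in DESeq2 (0.99) and with its RLE size factors in edgeR (0.99). The difference of LcMADS11 between F-carpel and m-carpel was 0.30 on the log2 scale (FDR 0.00791).

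**Figure D1:**
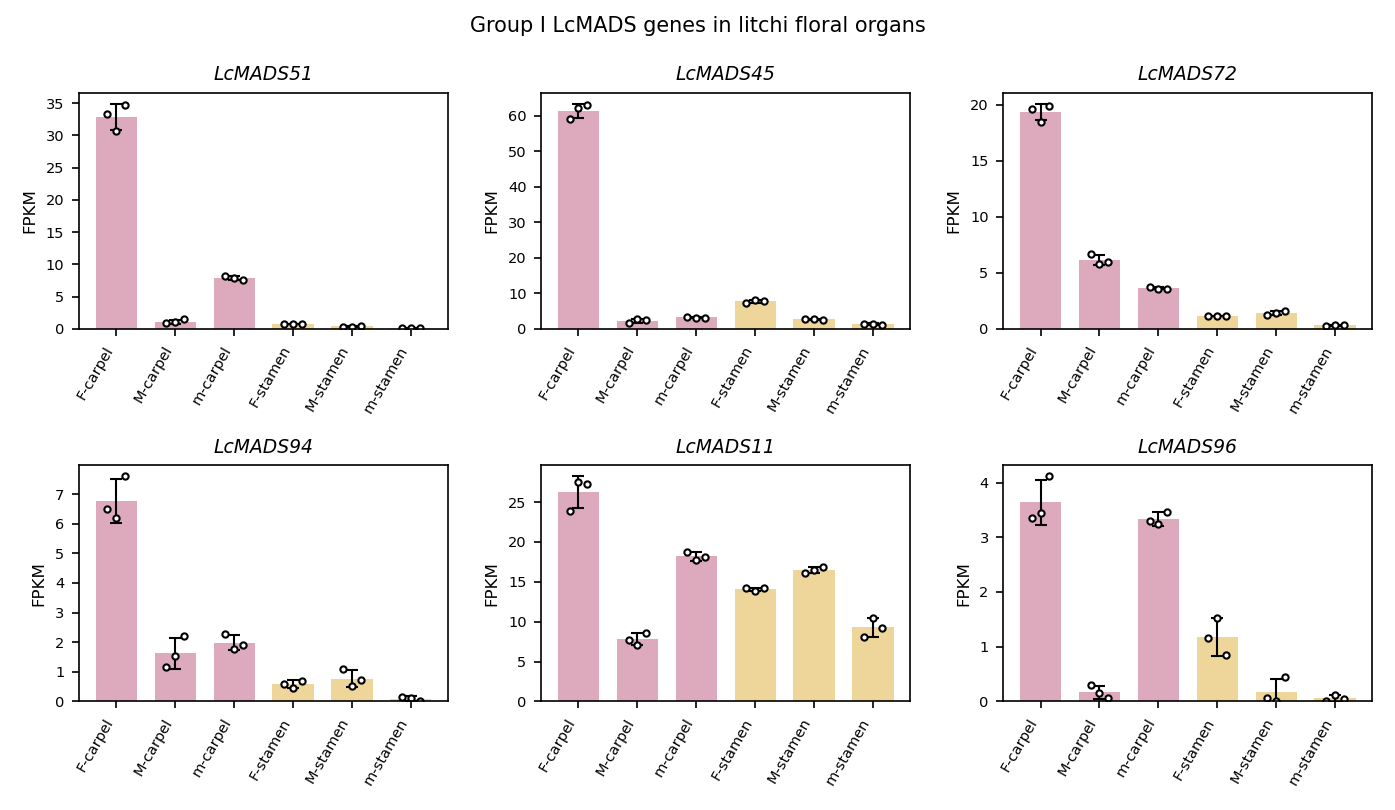
FPKM (vertical axes) of the 6 genes of group I in the 6 floral organs (horizontal axes). Bars are means of 3 libraries, error bars are SD and open points are the libraries; LcMADS51 has 32.9 FPKM in F-carpel, while the F-carpel and m-carpel bars of LcMADS96 are at 3.64 and 3.33.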

Six genes in group I (*LcMADS11*, *45*, *51*, *72*, *94* and *96*) were highly expressed in the carpel of functionally female flowers but showed less mRNA abundance in stamens and the carpel of functionally male flowers. In contrast, all genes in group II showed a much higher expression level in stamens than carpels. 

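The paper draws 13 genes as group II in Figure 6b, namely LcMADS9, LcMADS10, LcMADS37, LcMADS42, LcMADS44, LcMADS46, LcMADS47, LcMADS50, LcMADS74, LcMADS75, LcMADS93, LcMADS95 and LcMADS100. In the deposited counts, 10 of the 13 were called higher in the mean of the 3 stamen organs than in the mean of the 3 carpel organs (edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). The study chose these genes on the same libraries. LcMADS9, LcMADS44 and LcMADS100 were not called. LcMADS9 and LcMADS44 were past the FDR threshold but under the minimum fold change, with log2 fold changes of 0.87 (standard error 0.06, FDR 2.86e-09) and 0.76 (standard error 0.11, FDR 1.7e-05). The number called was most affected by testing log2(FPKM + 1) with limma, where it was 6.

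When each flower type was tested on its own, 6 of the 13 genes were called higher in stamen than in carpel in F, M and m flowers alike, LcMADS42, LcMADS46, LcMADS47, LcMADS50, LcMADS75 and LcMADS93. LcMADS50 (LITCHI011302.m1, chromosome 8, 16602061 to 16605484 in Table S1), named LcPI by the paper, was the most abundant of them. It had 409 ± 3.16 FPKM (SD, n = 3) in F-stamen against 2.61 ± 0.861 in F-carpel, 643 ± 28.7 in M-stamen against 76.7 ± 1.99 in M-carpel, and 374 ± 13.2 in m-stamen against 4.01 ± 0.498 in m-carpel. The log2 fold changes of stamen minus carpel were 7.41 (standard error 0.20, FDR 7.17e-14), 3.12 (standard error 0.16, FDR 2.08e-10) and 6.79 (standard error 0.19, FDR 9.43e-14) in that order. The difference in F flowers exceeded that in M flowers by 4.29 (standard error 0.22, FDR 3.32e-10, interaction contrast of edgeR's test). In M-carpel, genes listed for their high level in stamens had a median of 5.86% of their M-stamen level, and LcMADS50 was at 11.9% of its own.

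The other 7 genes were called in 2 flower types or fewer. LcMADS95 (LITCHI005352.m1, LcAP1) was called in M and m flowers but not in F flowers, where its log2 fold change was 0.52 (standard error 0.17, FDR 0.0151). LcMADS74 (LITCHI023455.m1) was called in F flowers, at 1.11, and in m flowers, at 1.81, and was 0.76 in M flowers; without M-carpel replicate 3, F-stamen replicates 1 or 3, or F-carpel replicate 2, the value in F flowers lay between 0.91 and 0.99. LcMADS10 (LITCHI025598.m1) was called in F and m flowers, with 1.63 ± 0.412 FPKM (SD, n = 3) in F-stamen and 0.328 ± 0.0899 in F-carpel. LcMADS37 (LITCHI003376.m1) had at most 58 counts in a library and was called in F flowers (FDR 0.00915) and m flowers (FDR 0.00388); the call in F flowers was lost without any 1 of 12 of the 18 libraries (all except M-stamen replicate 1, F-stamen replicate 1, F-carpel replicate 1 and the 3 m-carpel replicates), where the FDR was 0.0114 to 0.0456, and the call in m flowers without m-carpel replicates 2 or 3 (FDR 0.0173 and 0.017). LcMADS44 (LITCHI009244.m1) was called in F flowers alone, at 1.18, and its value was 0.98 without F-stamen replicate 2 and 0.87 without F-carpel replicate 2. LcMADS9 (LITCHI025595.m1) was called in m flowers alone, at 1.17 (standard error 0.10, FDR 7.56e-08). On log2(FPKM + 1), limma did not make the calls of LcMADS10, LcMADS37, LcMADS44 and LcMADS74 in F flowers or those of LcMADS9, LcMADS10 and LcMADS95 in m flowers. LcMADS100 did not reach the minimum fold change in any flower type with edgeR, DESeq2 or limma.

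**Figure D2:**
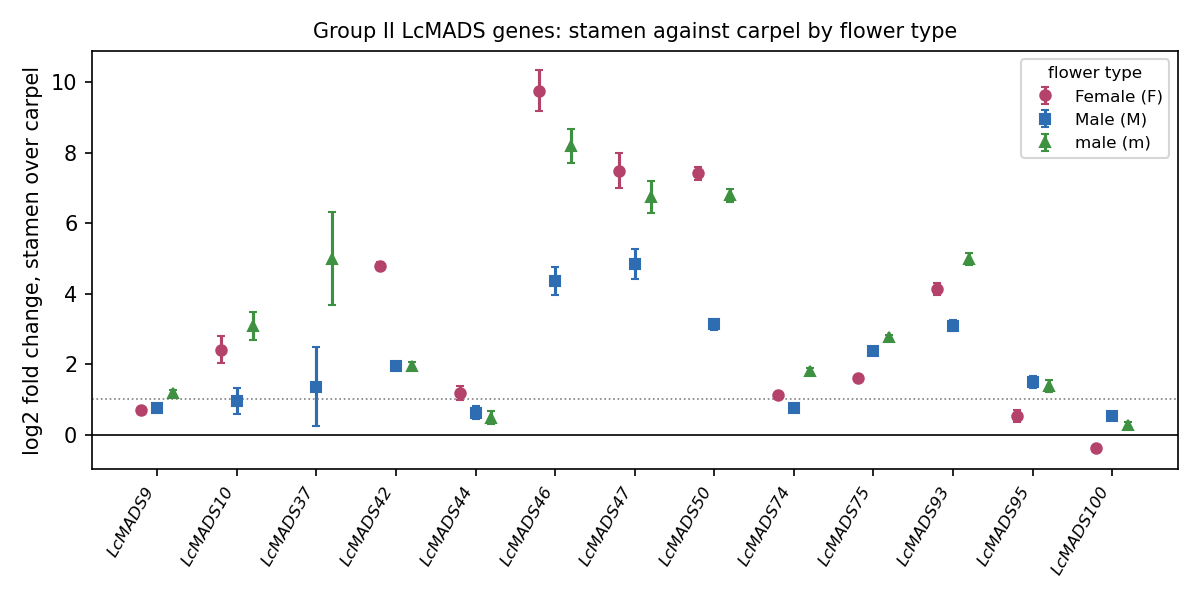
Log2 fold change of stamen over carpel (vertical axis) of the 13 genes of group II (horizontal axis) in F, M and m flowers, with its standard error as bars and without LcMADS37 in F flowers, where the F-carpel libraries hold 3 counts of it in all. The dotted line marks the minimum fold change of 1 on the log2 scale; LcMADS50 lies at 7.41, 3.12 and 6.79 in F, M and m flowers, and LcMADS100 lies below 0 in F flowers, at -0.37.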

The differentially expressed genes of both type I and II outside the two groups showed no/negative significant correlation with flower sex differentiation. For example, *LcMADS12/67/85* showed the highest expression level in F-stamens, whereas stamens were highly under-developed in litchi female flowers, implicating a negative correlation with stamen development. 

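Outside groups I and II, 9 of the genes drawn in Figure 6b were matched to the deposited table, and 6 of them are LcMADS38, LcMADS49, LcMADS73, LcMADS78, LcMADS81 and LcMADS91. These 6 genes had their highest mean FPKM in 4 different organs. LcMADS91 (LcSEP3) had 352 ± 5.29 FPKM (SD, n = 3) in m-carpel and between 92 and 185 in the other organs, and was called higher in m-carpel than in each of them. The smallest of these log2 fold changes was 1.04, against F-stamen (standard error 0.04, FDR 2.55e-12 from edgeR's quasi-likelihood test), and it was 0.93 with limma on log2(FPKM + 1), which did not call it. LcMADS73 (LcSEP4) was high in the carpels of functionally male flowers, with 142 ± 5.1 FPKM (SD, n = 3) in m-carpel and 115 ± 6.12 in M-carpel, a difference that was not called (log2 fold change 0.35, standard error 0.08, FDR 0.00255). It had 46.6 ± 0.851 FPKM in F-carpel and 13.0 or less in the stamens. LcMADS81 (LITCHI007230.m1) ranged from 26.1 ± 2.87 FPKM (SD, n = 3) in F-carpel to 52.0 ± 3.3 in F-stamen. Its log2 fold change between these organs was 1.12 (FDR 7.31e-09), and it was 0.91 to 0.99 without M-carpel replicate 3, F-stamen replicates 1 or 2, or F-carpel replicates 1 or 3, and 0.97 with limma, which did not call it either. LcMADS49 (LITCHI010713.m1) had 1.58 ± 0.236 FPKM (SD, n = 3) in M-carpel and 0.442 ± 0.146 in F-carpel (log2 fold change 2.00, standard error 0.37, FDR 0.000243), a call that limma did not make. LcMADS78 (LITCHI006970.m1) had 36 to 41 counts per library in M-carpel and 0 counts in the 3 F-carpel libraries, at least 45.2-fold higher when 3 counts are taken as the floor over the group (FDR 0.00021). LcMADS38, with 2.98 ± 0.562 FPKM (SD, n = 3) in M-stamen and 0.998 ± 0.826 in F-carpel, was called in 1 comparison by DESeq2 and in 2 by limma, and was not called by edgeR's test.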

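LcMADS12 (LITCHI027164.m1, Mγ, chromosome 3, 18198594 to 18199180 in Table S1), LcMADS67 (LITCHI029895.m1, Mα, chromosome 9, 29655996 to 29658299) and LcMADS85 (LITCHI020322.m1, AGL12-like, chromosome 12, 12382721 to 12394120) all had their highest mean FPKM in F-stamen. LcMADS85 had 7.34 ± 0.903 FPKM (SD, n = 3) there, 0.794 ± 0.325 in M-stamen, 0.424 ± 0.345 in M-carpel and 0.208 ± 0.119 in m-stamen, and at most 2 counts in a library of F-carpel or m-carpel. It was called higher in F-stamen than in each of the other 5 organs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call nearest the threshold was that against M-stamen, with a log2 fold change of 3.06 (standard error 0.82, FDR 0.00687), and it was lost when any 1 of the 3 M-stamen or the 3 F-stamen libraries was left out, where the FDR was 0.0175 to 0.0335. Against m-stamen the log2 fold change was 4.73 (standard error 0.90, FDR 0.000455). DESeq2 and limma on log2(FPKM + 1) made all 5 calls as well. With the replicate number as a block in edgeR's fit, the call against M-stamen was lost (FDR 0.0143). LcMADS12, LcMADS67 and LcMADS85 all have a mean below 5 CPM and were not tested when that level was required.

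LcMADS67 had 3.24 ± 0.495 FPKM (SD, n = 3) in F-stamen, 2.01 ± 0.824 in m-stamen and 1.91 ± 0.641 in M-stamen. It was called against F-carpel (log2 fold change 1.83, standard error 0.36, FDR 0.000469) and M-carpel (1.42, standard error 0.36, FDR 0.00386), the second of which was not made by limma and was lost without M-carpel replicates 2 or 3 or F-stamen replicates 1 or 2, where the FDR was 0.0164 to 0.0221. Its differences from M-stamen, 0.64, and from m-stamen, 0.33, were within the replicate error (FDR 0.158 and 0.473). LcMADS12 had 7.42 ± 0.854 FPKM (SD, n = 3) in F-stamen and between 3.84 and 5.74 in the other organs. It was called against F-carpel only, with a log2 fold change of 1.06 (standard error 0.26, FDR 0.00218), and was not called by limma (0.80) or without M-carpel replicate 3, F-stamen replicates 2 or 3, or F-carpel replicates 1 or 3, where the log2 fold change was 0.86 to 0.94. Its differences from the other stamens were 0.52 (M-stamen, FDR 0.109) and 0.40 (m-stamen, FDR 0.212). LcMADS12 shares 73 stretches of 50 identical bases with LcMADS53 in the compared part of the coding sequences, so its count is uncertain.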

### 2.5. Gene Expression of Litchi MADS-Box Genes during Flower Development

To explore the role of MADS-box genes in flower development, we studied the expression pattern of MADS-box genes in different stages of female and male flower development (Figure 7a). The genes without significant differential expression (Fold change ≥ 2 and FDR < 0.01) were filtered out (Figure S4). According to the expression pattern, genes in group I showing a higher expression level at the early stages of male or female flower development might be negatively associated with litchi flower development or play a role during the early developmental stages of litchi flowers. On the contrary, the expression of genes in group II and III increased as male or female flowers developed, respectively, indicating a positive role in flower determination and development (Figure 7b). Based on tissue-specific and development-related expression analysis, *LcMADS51* could be positively involved in litchi carpel formation, while six MADS-box genes, including *LcMADS42*/*46*/*47*/*75*/*93*/*100*, play a possible role in stamen development (Figure 6 and Figure 7). 

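Of the 2 kinds of evidence named, the carpel and stamen libraries of full-bloom flowers were analysed here, and the series of developmental stages was not analysed here. LcMADS51 was higher in F-carpel than in each stamen, with log2 fold changes of 5.31 against F-stamen (standard error 0.28, FDR 2.59e-10 from edgeR's quasi-likelihood test), 6.02 against M-stamen and 7.63 against m-stamen.

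For LcMADS46 (LITCHI010419.m1) and LcMADS47 (LITCHI010424.m1), both on chromosome 8 and of the MIKC* subgroup, expression in stamens ranged from 14.8 ± 0.548 FPKM (SD, n = 3) for LcMADS46 in M-stamen to 52.5 ± 1.78 for LcMADS47 in m-stamen, and stayed at or below 0.728 FPKM in carpels. Part of the reads of LcMADS46 and LcMADS47 could have been counted on the other gene, so the level of each is uncertain, but both differ in the same direction. Their log2 fold changes of stamen minus carpel were lowest in M flowers, at 4.36 (standard error 0.41, FDR 2.78e-07) and 4.83 (standard error 0.42, FDR 1.31e-07). Their M-carpel levels were 4.91% and 3.56% of those in M-stamen. Genes listed for their high level in stamens had 3.33% to 10.2% there, so stamen tissue in the M-carpel samples was not excluded. LcMADS93 (LITCHI005193.m1, MIKC*, chromosome 14) had 46.3 ± 0.792 FPKM (SD, n = 3) in m-stamen, 26.1 ± 0.77 in F-stamen and 14.4 ± 1.89 in M-stamen, and between 1.62 and 1.76 in the 3 carpels. Its log2 fold changes were 4.99 in m flowers, 4.12 in F flowers and 3.09 in M flowers. The M-carpel level of LcMADS93 was 12.2% of that in M-stamen, and stamen tissue was not excluded for it either. LcMADS42 (LITCHI008820.m1, AGL15-like, chromosome 7) had 45.6 ± 1.42 FPKM (SD, n = 3) in F-stamen and 1.8 ± 0.211 in F-carpel, a log2 fold change of 4.78 (standard error 0.12, FDR 5.15e-14). In M and m flowers its log2 fold changes were 1.94 and 1.95, and its difference in F flowers exceeded that in M flowers by 2.84 (standard error 0.15, FDR 4.97e-10, interaction contrast of edgeR's test). LcMADS75 (LITCHI006530.m1, LcAP3-1, chromosome 11) was abundant in both organs, with 306 ± 6.96 FPKM (SD, n = 3) in M-stamen and 61.4 ± 2.67 in M-carpel, 220 ± 1.3 in F-stamen and 79.3 ± 4.25 in F-carpel, and 205 ± 6.59 in m-stamen and 35.9 ± 1.81 in m-carpel. Its log2 fold changes were 2.37, 1.60 and 2.76 in that order, each with a standard error of 0.05.

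LcMADS100 (LITCHI019333.m4, LcSEP1, chromosome 15) was lower in F-stamen, 109 ± 1.09 FPKM (SD, n = 3), than in F-carpel, 153 ± 1.12, with a log2 fold change of stamen minus carpel of -0.37 (standard error 0.07, FDR 0.000516). It was higher in M-stamen, 227 ± 14.5 FPKM, than in M-carpel, 165 ± 5.36 (0.51, standard error 0.07, FDR 3.31e-05), and had 139 ± 21.1 FPKM in m-stamen and 137 ± 1.82 in m-carpel (0.27, standard error 0.07, FDR 0.00502). None of these reached the minimum fold change. The mean of stamens minus carpels for LcMADS100 was 0.14 (standard error 0.04, FDR 0.0104) and changed sign, to -0.0082, on the log2(FPKM + 1) scale with limma. From the floral organs together with the developmental stages, the paper proposes LcMADS51 as a gene of carpel formation and LcMADS42, LcMADS46, LcMADS47, LcMADS75, LcMADS93 and LcMADS100 as genes of stamen development.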

Four MADS-box genes were randomly selected for Q-PCR analysis in different flower tissues and during flower development to verify the RNA-seq data (Figures S5–S7). The relative expression of these four genes was highly consistent with their FPKM value, derived from RNA-Seq libraries, indicating that the FPKM value could well represent the expression level of genes. 

### 2.6. Prediction of Promoter Elements in Litchi MADS-Box Genes

Plant hormones play important roles in litchi flowering and flower development. In order to further understand the response of litchi MADS-box genes to phytohormones, cis-acting element analysis was performed using the promoter region (2-kbupstream space transcription start codon) of all 101 genes. Cis-elements were classified into six broad categories based on their responses to plant hormones, namely auxin, abscisic acid (ABA), ethylene, gibberellin (GA), methyl jasmonate (MeJA), and salicylic acid (SA).

Type I genes contained up to eleven ABA response elements, up to six ethylene response elements, and up to eight MeJA response elements, while Type II genes possessed up to ten ABA response elements and up to eight MeJA response elements (Figure 8, Table S4). AG/SHP/STK, SEP, FLC, SOC1 (SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1), and ANR1 subgroups had the most ABA response elements (Figure 8). For example, *LcMADS24* and *LcMADS93* promoter sequences contained up to seven salicylic acid response elements, suggesting these genes are strongly responsive to salicylic acid signals. Many members contained ethylene response elements, such as *LcMADS30* in subfamily Mα, *LcMADS14* in subfamily Mβ, *LcMADS78* in subfamily MIKC *, and *LcMADS50* in subfamily AP3/PI. However, auxin and GA response elements were rarely present in the promoter of MADS-box genes (Figure 8).

### 2.7. Expression of MADS-Box Genes in Response to the Treatment of Hormones

To validate the response of *LcMADS* to hormones, we analyzed the expression of putative ABCDE genes in inflorescences at different times after hormone treatments. According to the phylogenetic relationship analysis (Figure 3), *LcMADS95* (*LcAP1*), *LcMADS75* (*LcAP3-1*), *LcMADS45* (*LcAP3-2*), *LcMADS50* (*LcPI*), *LcMADS65* (*LcAG*), *LcMADS51* (*LcSTK*), *LcMADS11* (*LcSHP*), *LcMADS100* (*LcSEP1*), *LcMADS94* (*LcSEP2*), *LcMADS91* (*LcSEP3*), and *LcMADS73* (*LcSEP4*) represented ABCDE genes. A previous study observed the regulation of GA and its inhibitor (uniconazole) in litchi sex determination [17], and JA has shown an antagonistic role to GA in flower development [18]. Hence, we tested the response of genes involved in the ABCDE model to these two hormones in this study.

The results showed that *LcMADS75* (*LcAP1*) was significantly up-regulated 10 d and 30 d after the GA treatment, but showed an opposite trend after the uniconazole treatment (Figure 9). A similar expression pattern in response to GA could be observed for *LcMADS51* (*LcSTK*), which had two GA response elements, just as *LcMADS75* did. However, other genes having one or no GA response elements did not show a significant response to GA or its inhibitor. These data suggest that the response of MADS-box genes to GA is consistent with the prediction of promoter elements.

The expression of putative ABCDE genes, except for *LcMADS94*, gradually increased as the litchi bloomed (Figure 10). After MeJA treatment, most genes were significantly down-regulated in litchi inflorescences, such as *LcMADS95*, *LcMADS75*, *LcMADS50*, *LcMADS11*, *LcMADS100,* and *LcMADS91*, indicating a negative correlation of JA in litchi flower development. Interestingly, *LcMADS45*, having eight JA response elements in its promoter region, did not significantly respond to MeJA at any development stage (Figure 10). 

## 3. Discussion

In plants, MADS-box transcription factors play important roles in flowering and floral organ development [19,20]. Therefore, the identification and evolutionary analysis of MADS-box families have been intensively studied in many species, such as *Arabidopsis thaliana* (107 genes), *Populus trichocarpa* (105 genes), *Pyrus bretschneideri* (95 genes), *Malus × domestica* (147 genes), and rice (75 genes) [8,21,22,23,24]. In comparison with these species, some plants, including pineapple (48 members) and bamboo (42 members), possess a relatively smaller number of MADS-box genes [25,26]. In the litchi genome, 101 MADS-box genes were identified in this study (Figure 1), similar to its Sapindaceae relative longan (*Dimocarpus longan*), which has 91 MADS-box members [27]. The difference in MADS-box gene numbers among species could be the result of genome duplications. For example, pineapple has experienced two ancient whole genome duplications, whereas rice has gone through a recent whole genome duplication, resulting in more MADS-box genes than pineapple [24,25,28]. The variation in members of the MADS-box family between species implicates divergence in regulatory mechanisms of flowering and flower development. 

Among type II genes, the MIKC^C^ cluster is well known for its plant-specific and important roles in floral organogenesis. However, flowering plants widely differ in the number of MIKC^C^ family genes. For example, this study found ten putative SVP members compared to two *AtSVP* paralogs in *Arabidopsis* (Figure 3), indicating that additional lineage-specific duplication events occurred in litchi for the SVP subfamily genes. SVP serves as a repressor of flowering time via suppressing *SOC1* transcription in response to ambient temperature and gibberellin [29,30]. As an evergreen species in the subtropics, litchi has flowering that is induced by cold temperatures and by GA inhibitors such as uniconazole, paclobutrazol, and daminozide [31,32]. During the cold-dependent floral induction in litchi, the expression of *LcSVP* homologs decreases in apical meristems and panicle primordia, and this decrease can be alleviated by brassinosteroid treatment [33]. SVP also interacts with other MADS-box members, such as AP1 and AGAMOUS-LIKE24 (AGL24), to repress floral homeotic genes controlling petal, stamen, and carpel identity [34]. For example, transgenic *Arabidopsis* over-expressing *AtSVP* orthologs from *Actinidia* spp. or barley (*Hordeum vulgare*) results in leaf-like sepals and petals [35,36]. Therefore, more putative SVP homologs in litchi might involve more complicated regulation of flowering time and flower development in comparison with *Arabidopsis*.

On the contrary, litchi has fewer FLC members compared to *Arabidopsis* [37]. In *Arabidopsis thaliana*, FLC encodes a floral repressor whose expression is epigenetically silenced by prolonged cold exposure in integrating the autonomous and vernalization flowering pathways [38,39]. The transcriptional silencing involves the cold-induced FLC antisense transcript, *COOLAIR*, whose accumulation causes a switch of the chromatin states at FLC [40,41]. FLC is a transcription factor that can directly repress the expression of *FT* (*FLOWERING LOCUS T*) to inhibit flowering [42]. However, the FLC clade has been demonstrated to be absent in plants that do not require vernalization for flowering, such as pineapple and rice [24,25]. This difference may explain why few FLC members are present in litchi. Although low temperatures under 20 °C are required for litchi floral induction, this cold requirement can be reduced or replaced by drought treatment, indicating that other players may compensate for FLC and participate in the cold-related flowering pathway in litchi [43]. In addition, FLC interacts with SVP in vivo to associate with the promoter of *SOC1* and *FT*, and their function is mutually dependent [30]. This interaction is critical for their function in determining flowering, because loss of function of either gene compromises the ability of the other gene to repress flowering. Therefore, a trade-off is suggested to exist between the number of SVP and FLC genes in plants to control vernalization/cold-dependent flowering. 

Promoter analysis of MADS-box genes in litchi identified numerous putative ABA and JA response elements, suggesting regulation by these hormones (Figure 8). The promotion of flowering and flower formation by ABA has been illustrated in litchi and apple [44,45], in contrast to *Phalaenopsis hybrida* and *Pharbitis nil*, in which ABA has been shown to inhibit flowering [46,47]. In addition, genes related to litchi flower sex determination were also suggested based on the transcriptome data derived from stamens and carpels. JA signaling has been shown to induce the elongation of anther filament, the opening of stomium at anthesis, and the production and release of viable pollen [48,49,50]. The male fertility of JA mutants can be restored by application of exogenous jasmonic acid [51]. In accordance with the prediction of cis-elements of MADS-box genes, the transcription of selected ABCDE genes increases as litchi flowers develop but decreases in response to exogenous treatment with JA (Figure 10). Therefore, JA might negatively contribute to litchi flower development, consistent with the conclusion in a maize study that JA suppresses pistil development [18]. 

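In the carpel libraries of the 3 flower types, LcMADS51 (LITCHI011705.m1) had between 1432 and 1662 counts in F-carpel, 324 to 402 in m-carpel and 36 to 65 in M-carpel, with 3 libraries each. The mean FPKM was 7.85 ± 0.321 (SD, n = 3) in m-carpel and 1.12 ± 0.328 in M-carpel, and every F-carpel library, at 30.6 FPKM or more, lay above every library of the other carpels. The log2 fold change was 4.66 for F-carpel minus M-carpel (standard error 0.27, FDR 8.47e-10) and 1.83 for F-carpel minus m-carpel (standard error 0.24, FDR 6.87e-06, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, these values stayed between 4.48 and 4.92 and between 1.82 and 1.92, and both remained called. The functionally male flowers differed from each other as well: M-carpel was lower than m-carpel, by a log2 fold change of M-carpel minus m-carpel of -2.83 (standard error 0.25, FDR 3e-07). The excess of carpel over stamen did not differ detectably between F and m flowers (interaction 0.48 for stamen minus carpel, standard error 0.36, FDR 0.295). This value rests on 4 to 9 counts per m-stamen library. On log2(FPKM + 1) limma gave -1.28 and called it (FDR 2.11e-06). The means of 0.743 FPKM in F-stamen and 0.112 in m-stamen lie below the added 1, which damps the difference between these stamens on that scale. The excess of carpel over stamen was larger in F than in M flowers (interaction -3.96, standard error 0.36, FDR 2.33e-07 from edgeR's test).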

*LcMADS51* (LcSTK), a putative D-class gene, has showed a higher expression level in the carpel of female flowers as opposed to other flower types; this expression increased during development of the female flowers (Figure 6 and Figure 7), indicating a positive role in carpel development in litchi [52]. Moreover, the expression of *LcMADS51* increased in response to GA treatment and significantly decreased in response to the inhibitor of GA biosynthesis (uniconazole), suggesting a positive role for GA in litchi carpel formation. This result is in agreement with previous observations in corn, *Sagittaria latifolia*, and *Jatropha curcas* [53,54,55]. GA can also promote the development of stamens and male fertility based on studies in *Arabidopsis*, cucumber, and spinach [56,57,58]. Thus, further studies are required to pinpoint the molecular basis of this species-dependent role of GA in sex determination.

## 4. Materials and Methods

### 4.1. Whole-Genome Identification of MADS-Box Genes

The MADS-box protein sequences of *Arabidopsis* and rice were obtained from TAIR (http://www.arabidopsis.org/, accessed on 23 March 2021) and RGAP (http://rice.plantbiology.msu.edu/, accessed on 23 March 2021) databases, respectively. These sequences were used as queries to search potential MADS-box genes by BLAST against the litchi genome with TBtools software (v1.09854; https://github.com/CJ-Chen/TBtools/releases, accessed on 23 March 2021) [59]. In addition, the MADS-box SRF family domain (PF00319) was used to identify the MADS-box proteins in the litchi genome using a Hidden Markov Model Search. All the predicted sequences were further validated using NCBI’s Conserved Domain Database (CDD) (http://www.ncbi.nlm.nih.gov/cdd/, accessed on 23 March 2021) and EMBL’s Simple Modular Architecture Research Tool (SMART, http://smart.embl-heidelberg.de/, accessed on 23 March 2021) [60] to search for conserved domains. Finally, all candidate MADS-box genes were manually examined to remove incomplete and redundant sequences.

### 4.2. Phylogenetic Analysis of MADS-Box Genes and Mapping on Chromosomes 

MADS-box genes in *Arabidopsis* and rice were used for the classification of litchi MADS-box genes. Multiple sequence alignment of the full-length protein sequences of AtMADSs, OsMADSs, and LcMADSs was performed using Muscle software with default parameters [61]. A maximum likelihood phylogenetic tree was constructed using MEGA 7.0 software with a bootstrap value of 1000 [62,63]. The missing data and gaps were processed by partial deletion. The *LcMADS*s were classified according to the phylogenetic relationships with MADS-box homologs in *Arabidopsis* and rice. The litchi genome has been mapped to 15 chromosomes. The physical locations of litchi MADS-box genes were mapped onto chromosomes using TBtools software [59].

### 4.3. Gene Domain, Structure, and Conserved Motif Analysis

Litchi MADS-box genes were analyzed for conserved domains using NCBI’s Batch CDD program [64]. TBtools was used to identify the gene structure based on the full-length coding sequences (CDS) and genomic sequences. Conserved motifs were analyzed using the Multiple Em for Motif Elicitation (MEME) online program (v5.3.3; http://meme-suite.org, accessed on 23 March 2021) with the following parameters: the number of repetitions was set to zero or one and the maximum number of motifs was 20 [65]. MADS-box genes were analyzed for motifs using the SMART program (http://smart.embl-heidelberg.de/, accessed on 23 March 2021) [46]. Gene domain, structure, and conserved motif were visualized with TBtools software.

### 4.4. Cis-Element Enrichment Analysis

Cis-regulatory elements within 2-kb upstream of the predicted translation start codon of litchi MADS-box genes were identified using the PlantCARE database tool (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/, accessed on 23 March 2021) [66]. Here, we selected cis-elements associated with responses to phytohormones, including auxin, abscisic acid (ABA), ethylene, gibberellin (GA), methyl jasmonate (MeJA), and salicylic acid (SA).

### 4.5. Plant Materials

The ‘Feizixiao’ litchi plants used in this study were grown in an orchard located on the campus of South China Agricultural University (23° 9′ 50′’ N; 113° 21′ 20′’ E), Guangzhou, China. Carpels and stamens of the three types of litchi flowers (Figure S1), including full-bloom functionally female flowers with rudimentary stamens (female, F), functionally male flowers with rudimentary unobvious pistils (Male, M), and functionally male flowers with rudimentary obvious pistil (male, m), were collected separately. In addition, whole flowers were collected at five developmental stages based on size: 0.5–1 mm, 1–1.5 mm, 1.5–2 mm, half-bloom, and full bloom. 

The ‘Feizixiao’ litchi plants were sprayed with gibberellic acid (GA_3_, 100 mg/L), uniconazole (50 mg/L), and MeJA (1 mM) when the length of inflorescences was approximately 10 cm. Inflorescences were collected from both control and treated plants at 0 d, 1 d, 3 d, 5 d, 10 d, 20 d, and 30 d after treatment. All plant material was sampled in triplicate from north-, south-, east-, and west-facing parts of the tree in the morning (8 to 10 AM). The tissue was flash-frozen in liquid nitrogen and stored at −80 °C.

### 4.6. Analysis of Gene Expression by RNA-Sequencing and Quantitative Real-Time PCR

Total RNA was extracted using an RNA Extraction kit (Tiandz, Beijing, China) according to the manufacturer’s instructions. The samples were treated with DNase to remove residual genomic DNA. Both RNA-sequencing (RNA-seq) and quantitative real-time PCR (Q-PCR) methods were used to determine the expression of MADS-box genes. RNA-seq was conducted by Illumina sequencing at Biomarker Technologies Corporation (Beijing, China). The raw reads were trimmed and filtered with Trimmomatic software (v0.33) to remove adapters and low-quality reads. The high-quality reads were blasted against the sillva SSU and LSU ribosome RNA (rRNA) database, and the matched reads were removed to produce clean reads. The expression calculation at the transcript and gene level was conducted using Cufflinks (v2.2.1) with default parameters. The uniquely mapped reads were transformed into FPKM (fragments per kilobase of transcript per million mapped) values [67]. 

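Counts and FPKM values of the same libraries could be compared. For the 11731 gene models with at least 100 counts in every library, the gene length implied by count, FPKM and total count was nearly the same in the 18 libraries, with a median ratio of 1.05 between the largest and the smallest and a ratio above 1.5 in 0.26% of the models. No model with a count of 0 in a library had an FPKM above 0 there, and 6 values of FPKM were 0 beside a count above 0. The median log2 fold change of all genes tested for F-stamen minus m-stamen was 0.10 with edgeR on the counts and 0.25 with limma on log2(FPKM + 1).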

The RNA-seq datasets presented in this study were deposited in the Gene Expression Omnibus (GEO) database and are accessible through GEO code GSE182447 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182447, accessed on 19 August 2021).

For qPCR analysis, 500 ng of total RNA was synthesized into cDNA using HiScript II reverse transcriptase (Vazyme Biotech, Nanjing, China). qPCR was performed according to the manufacturer’s specifications of SYBR Premix Ex Taq (TaKaRa Bio, Inc.) on a LightCycler 480 II (Roche, Germany). The gene expressions were normalized against a reference gene *LcActin* (HQ615689) [43,68]. Primers used in this study were designed on the website of Primer 3 (v 0.4.0; http://bioinfo.ut.ee/primer3-0.4.0/primer3/, accessed on 5 March 2020) and are shown in Table S3. Each expression profile was verified in three biological replicates. Relative expression level of each gene was calculated by the 2^-ΔΔCt^ method [69]. Gene expression profiles were visualized as a heat map via TBtools software [59].

### 4.7. Statistical Analysis

Differences between control and MeJA treated plants at each time point were investigated by an independent sample t-test. For two sample comparisons, significant differences are indicated with an asterisk symbol. Differences between control plants, and plants treated with GA and uniconazole at each time point, were analyzed by one-way analysis of variance (ANOVA) followed by a Duncan test using SPSS software (v.24, IBM). For multiple comparisons, significant differences are indicated with letters. Data shown are mean ± SE of at least three biological replicates.

## Figures and Tables

**Figure 1:**
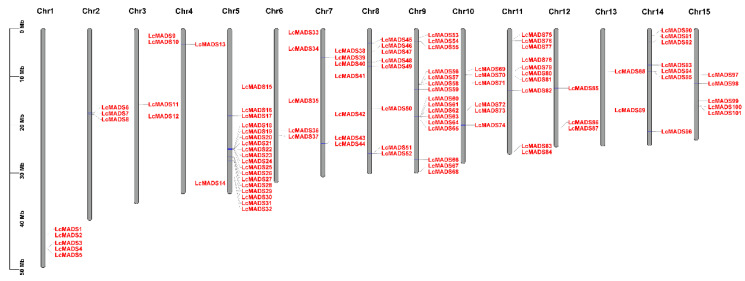
Schematic representations of the chromosomal location of litchi MADS-box genes. The chromosome number is indicated at the top of each chromosome.

**Figure 2:**
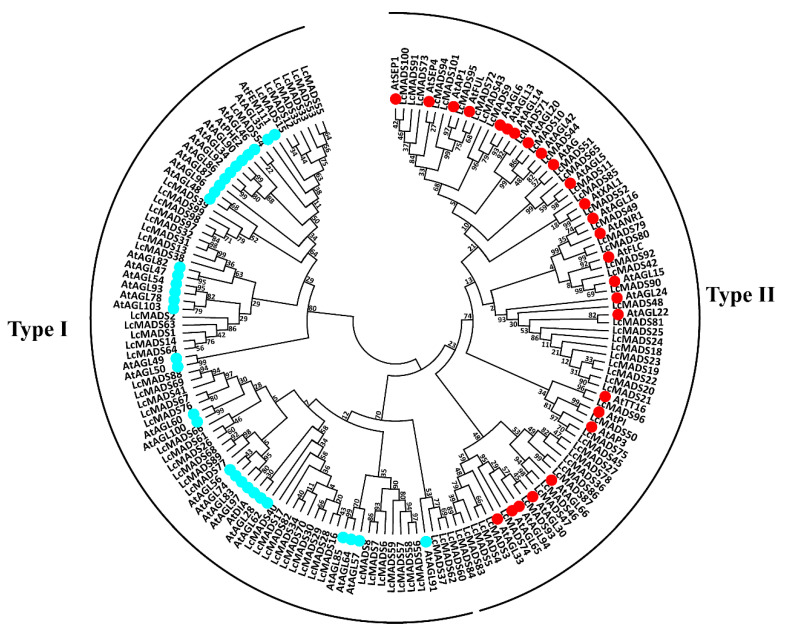
Phylogenetic analysis of litchi and *Arabidopsis* MADS-box proteins. A total of 58 representative MADS-box proteins from different subfamilies of *Arabidopsis* were used to construct the phylogenetic tree by the maximum likelihood method. These MADS-box factors are classified into two clades, designated as type I and type II.

**Figure 3:**
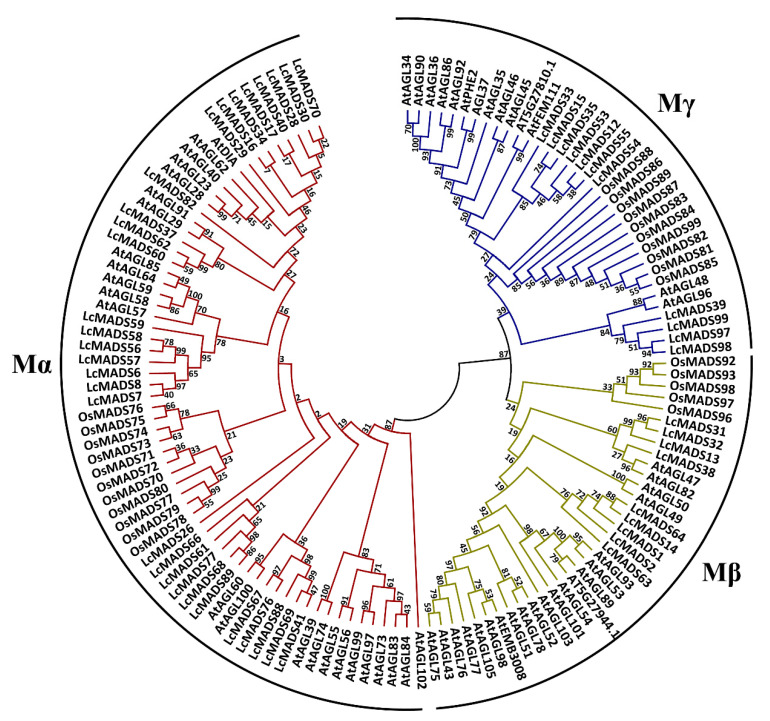

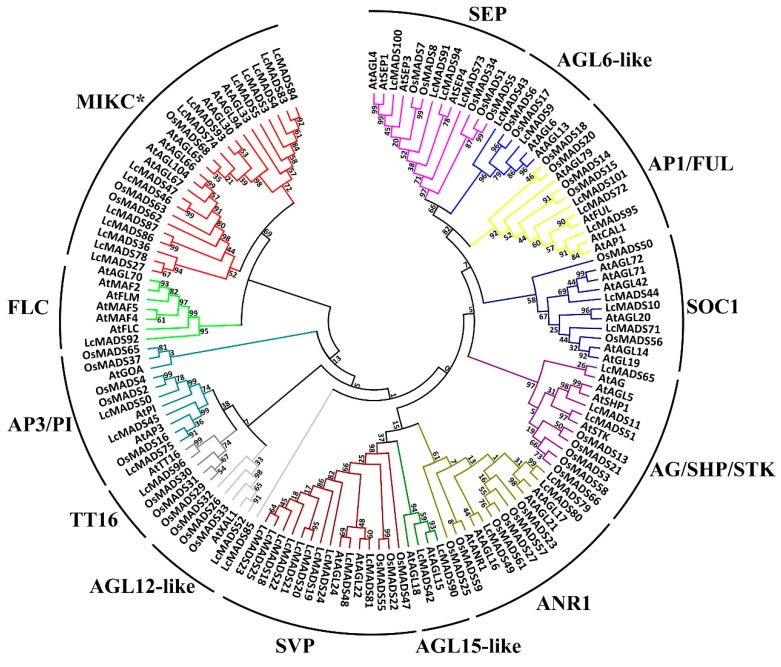
Phylogenetic relationship analysis of type I (top) and type II (bottom) MADS-box transcription factors in litchi, *Arabidopsis*, and rice, based on construction of a maximum likelihood tree. Type I members were grouped into 3 subfamilies, while type II members were grouped into 13 subfamilies as indicated by different branch colors. Abbreviations: ANR1: ANTHOCYANIDIN REDUCTASE 1; FUL: FRUITFULL; TT16: TRANSPARENT TESTA 16.

**Figure 4:**
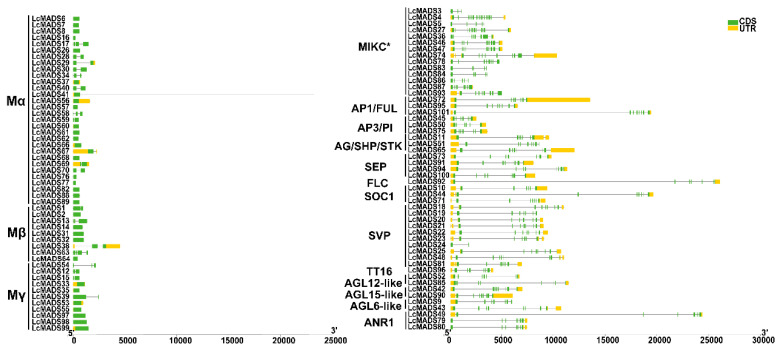
Structural analysis of MADS-box transcription factor genes in litchi. Yellow boxes indicate untranslated 5′- and 3′-regions, while green boxes and black lines indicate exons and introns, respectively. Type I genes are shown on the left and type II genes are shown on the right.

**Figure 5:**
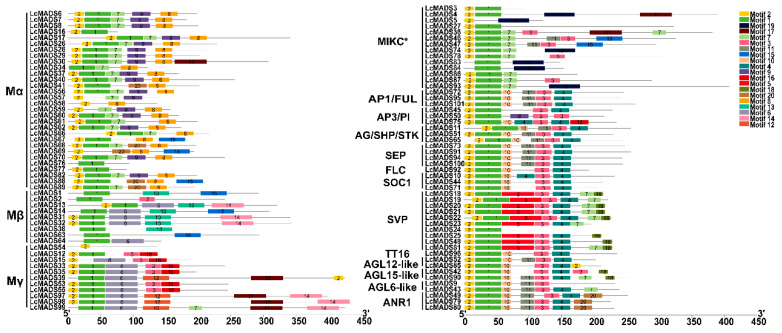
Conserved motif composition of litchi MADS-box proteins. The motifs, numbered 1–20, are indicated with colored boxes. The specific motif information is provided in Table S2. Type I genes are shown on the left and type II genes are shown on the right.

**Figure 6:**
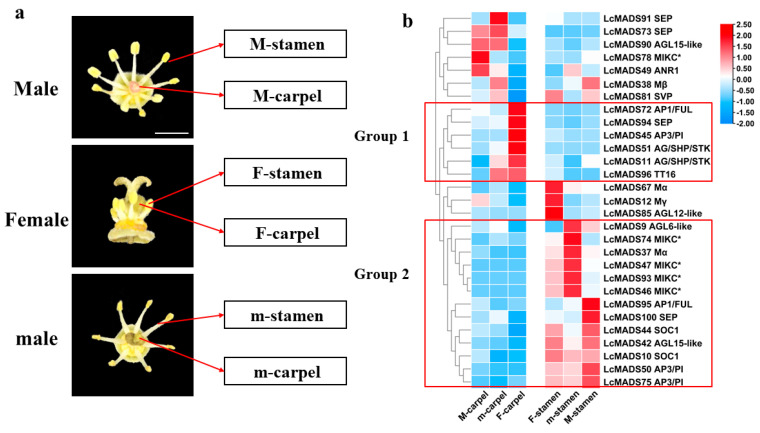
Expression profiles of litchi MADS-box genes in various floral organs. M-carpel, the carpels in full-bloom functionally male flowers (Male, M); M-stamen, the stamens in full-bloom functionally male flowers (Male, M); F-carpel, the carpels in full-bloom functionally female flowers (Female, F); F-stamen, the stamens in full-bloom functionally female flowers (Female, F); m-carpel, the carpels in full-bloom functionally male flowers (male, m); m-stamen, the stamens in full-bloom functionally male flowers (male, m) (**a**). FPKM values of litchi MADS-box genes derived from the transcriptome data were normalized to z-scores for each row to construct the heat map (**b**). Scaled log_2_ expression values are shown from blue to red, indicating low to high expression level.

**Figure 7:**
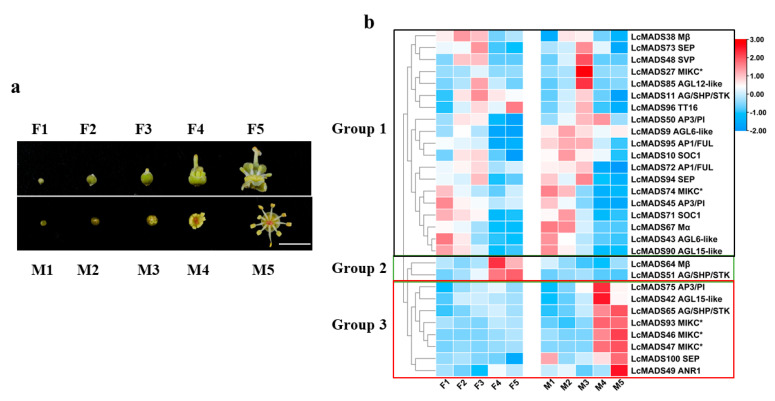
Expression profiles of litchi MADS-box genes at different stages of flower development. Fl, 0.5–1 mm female flower buds; F2, 1–1.5 mm female flower buds; F3, 1.5–2 mm female flower buds; F4, half-bloom female flowers; F5, full-bloom female flowers; M1, 0.5–1 mm male flower buds; M2, 1–1.5 mm male flower buds; M3, 1.5–2 mm male flower buds; M4, half-bloom male flowers; M5, full-bloom male flowers (**a**). FPKM values of litchi MADS-box genes from the transcriptome data were normalized to z-scores for each row to construct the heat map (**b**).

**Figure 8:**
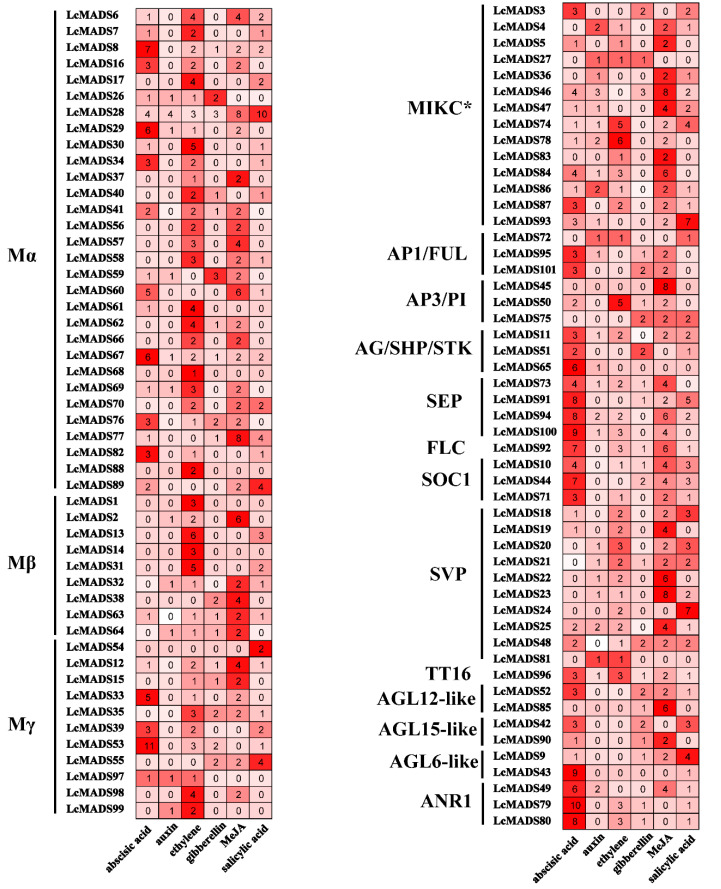
Predicted cis-elements in promoters of litchi MADS-box genes using PlantCARE. The numbers of abscisic acid, auxin, gibberellin, MeJA, salicylic acid, and ethylene related cis-elements are indicated. Type I genes are shown on the left and type II genes are shown on the right.

**Figure 9:**
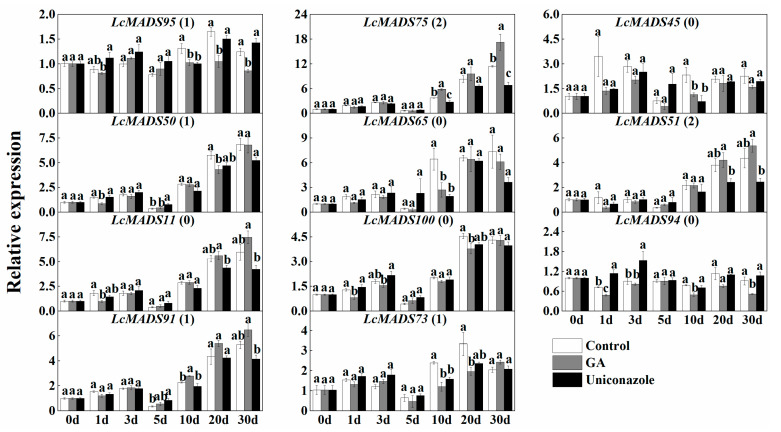
Relative expression of litchi MADS-box genes involved in the ABCDE model in response to treatments of GA or uniconazole. The number following the gene name indicates the number of predicted GA response elements in the promoter region. Data shown are mean ± SE of at least three biological replicates. Differences between treatments at each time point were analyzed by one-way ANOVA with Duncan’s post-hoc test. Significant differences between treatments at each time point are indicated with letters (*p* < 0.05).

**Figure 10:**
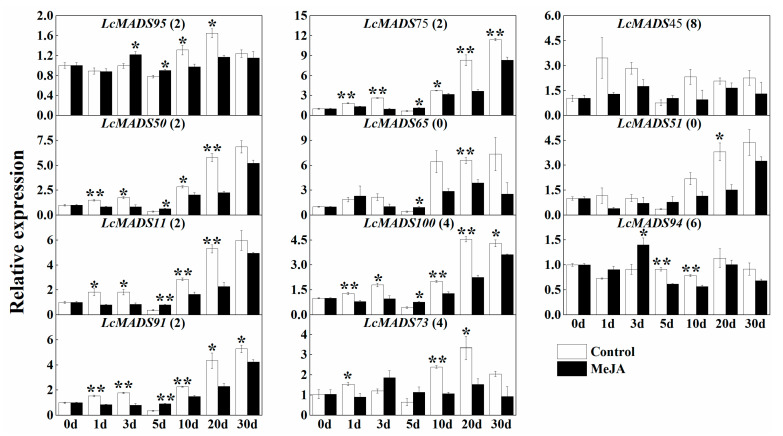
Relative expression of litchi MADS-box genes involved in the ABCDE model in response to treatment with MeJA. The number following the gene name indicates the number of predicted GA response elements in the promoter region. Data shown are mean ± SE of at least three biological replicates. Significant differences between treatments at each time point determined by an independent sample *t*-test are indicated with * (*p* < 0.05) and ** (*p* < 0.01).

## Data Availability

The RNA-seq datasets presented in this study were deposited in the Gene Expression Omnibus (GEO) database and are accessible through GEO code GSE182447 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182447, accessed on 19 August 2021).

## Supplementary Materials

The following are available online at www.mdpi.com/article/10.3390/plants10102142/s1. Figure S1. The pictures of three types of litchi flowers and inflorescences. Figure S2. Litchi MADS-box protein domains. Green boxes indicate MADS domain, and yellow boxes indicate K domain. Figure S3. Expression profiles of litchi MADS-box genes in various floral organs. Heatmap result was done by column. Scaled log2 expression values are shown from blue to red, indicating low to high expression. M-carpel, the pistils in full-bloom functionally male flower (Male, M); M-stamen, the stamens in full-bloom functionally male flower (Male, M); F-carpel, the pistils in full-bloom functionally female flower (Female, F); F-stamen, the stamens in full-bloom functionally female flower (Female, F); m-carpel, the pistils in full-bloom functionally male flower (male, m); m-stamen, the stamens in full-bloom functionally male flower (male, m). Figure S4. Expression profiles of litchi MADS-box genes at five developmental stages of flower. Heatmap was created based on the FPKM values of litchi MADS-box genes from the transcriptome data. The normalization was done by column. Fl, 0.5-1 mcm female flower buds; F2, 1-1.5 mm female flower buds; F3, 1.5-2 mm female flower buds; F4, half-bloom female flowers; F5, full bloom female flowers; M1, 0.5-1 mm male flower buds; M2, 1-1.5 mm male flower buds; M3, 1.5-2 mm male flower buds; M4, half-bloom male flower; M5, full bloom male flowers. Figure S5. Expression confirmation of four BC class genes using q-PCR in litchi floral organ. Figure S6. Expression confirmation of four BC class genes using q-PCR at different female development stages. Figure S7. Expression confirmation of four BC class genes using q-PCR at different male development stages. Table S1. The MADS-box transcription factors identified in litchi. Table S2. Motif sequences identified within the litchi MADS-box genes using the MEME tool. Table S3. Primers used in this study. Table S4. Cis-elements within 2-kb upstream of transcription start codon of litchi MADS-box genes.

# Supplementary material for: Genome-Wide Identification and Expression Analysis of MADS-Box Family Genes in Litchi (Litchi chinensis Sonn.) and Their Involvement in Floral Sex Determination
**Source:** Plants (Basel). 2021 Oct 9;10(10):2142. doi: 10.3390/plants10102142
**Supplement:** Supplementary file 1

**Fig S1.** The pictures of three types of litchi flowers and inflorescences.

**Fig S2.** Litchi MADS-box protein domains. Green boxes indicate MADS domain, and yellow boxes indicate K domain.

**Fig S3.** Expression profiles of litchi MADS-box genes in various floral organs. Heatmap result was done by column. Scaled log<sub>2</sub> expression values are shown from white to red, indicating low to high expression. M-carpel, the pistils in full-bloom functionally male flower (Male, M); M-stamen, the stamens in full-bloom functionally male flower (Male, M); F-carpel, the pistils in full-bloom functionally female flower (Female, F); F-stamen, the stamens in full-bloom functionally female flower (Female, F); m-carpel, the pistils in full-bloom functionally male flower (male, m); m-stamen, the stamens in full-bloom functionally male flower (male, m).

**Fig S4.** Expression profiles of litchi MADS-box genes at five developmental stages of flower. Heatmap was created based on the FPKM values of litchi MADS-box genes from the transcriptome data. The normalization was done by column. F1, 0.5-1 cm female flower buds; F2, 1-1.5 cm female flower buds; F3, 1.5-2 cm female flower buds; F4, half-bloom female flowers; F5, full bloom female flowers; M1, 0.5-1 cm male flower buds; M2, 1-1.5 cm male flower buds; M3, 1.5-2 cm male flower buds; M4, half-bloom male flower; M5, full bloom male flowers.

**Fig S5.** Expression confirmation of four BC class genes using q-PCR in litchi floral organ.

**Fig S6.** Expression confirmation of four BC class genes using q-PCR at different female development stages.

**Fig S7.** Expression confirmation of four BC class genes using q-PCR at different male development stages.

**Table S1.** The MADS-box transcription factors identified in litchi.

**Table S2.** Motif sequences identified within the litchi MADS-box genes using the MEME tool.

**Table S3.** Primers used in this study.

**Table S4.** Cis-elements within 2-kb upstream of transcription start codon of litchi MADS-box genes.

# Supplementary material for: Genome-Wide Identification and Expression Analysis of MADS-Box Family Genes in Litchi (Litchi chinensis Sonn.) and Their Involvement in Floral Sex Determination
**Source:** Plants (Basel). 2021 Oct 9;10(10):2142. doi: 10.3390/plants10102142
**Supplement:** Supplementary file 1

Table S2 Motif sequences identified by MEME tools in litchi MADS-box genes.

| <b>Motif</b> | <b>Length</b> | <b>Best possible match</b>                          |
|--------------|---------------|-----------------------------------------------------|
| 1            | 41            | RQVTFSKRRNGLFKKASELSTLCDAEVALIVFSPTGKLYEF           |
| 2            | 15            | MGRGKIEJKRIENET                                     |
| 3            | 24            | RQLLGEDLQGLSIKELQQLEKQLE                            |
| 4            | 28            | RVRETKNZLIMEZISELKKKEQQQLEEN                        |
| 5            | 50            | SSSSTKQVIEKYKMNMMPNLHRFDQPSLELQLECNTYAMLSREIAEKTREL |
| 6            | 50            | WPSQMGVQEVLSRFKNMPEMERSKKMVNQDSFLRZRIVKANEQLKKQRKD  |
| 7            | 21            | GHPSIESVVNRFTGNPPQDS                                |
| 8            | 27            | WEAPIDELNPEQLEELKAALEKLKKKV                         |
| 9            | 29            | AHRNANIQELNMZLTDLLNZLEIEKERGE                       |
| 10           | 15            | SSSSMEKTJERYQKC                                     |
| 11           | 21            | QSWQQEYAKLKQQIZNLQRSQ                               |
| 12           | 41            | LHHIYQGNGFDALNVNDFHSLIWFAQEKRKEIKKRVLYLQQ           |
| 13           | 41            | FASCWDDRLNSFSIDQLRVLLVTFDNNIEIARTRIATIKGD           |
| 14           | 50            | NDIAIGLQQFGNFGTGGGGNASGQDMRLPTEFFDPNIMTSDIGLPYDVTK  |
| 15           | 41            | GSHDNZGVIWTPDGGHHDGLIFDDEYPLNDLVGLDEIDYBP           |
| 16           | 29            | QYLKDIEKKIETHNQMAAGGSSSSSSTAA                       |
| 17           | 50            | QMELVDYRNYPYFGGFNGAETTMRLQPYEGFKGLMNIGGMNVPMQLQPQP  |
| 18           | 15            | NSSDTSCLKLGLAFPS                                    |
| 19           | 48            | LZEKVAEKKKILSEWKNPEKIDDLEKJEIMENHLAESLEBIKAKKEEL    |
| 20           | 29            | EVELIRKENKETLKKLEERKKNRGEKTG                        |

# Supplementary material for: Genome-Wide Identification and Expression Analysis of MADS-Box Family Genes in Litchi (Litchi chinensis Sonn.) and Their Involvement in Floral Sex Determination
**Source:** Plants (Basel). 2021 Oct 9;10(10):2142. doi: 10.3390/plants10102142
**Supplement:** Supplementary file 1

Table S3 Primers used in this study.

| ID              | Name            | Forward primer (5'-3')   | Reverse primer (5'-3')   |
|-----------------|-----------------|--------------------------|--------------------------|
| LITCHI005352.m1 | LcMADS95(AP1)   | CCCTAATGCACTCTCCTTCCT    | CTGGGTTTCTTGTTTGCATTCA   |
| LITCHI006530.m1 | LcMADS75(AP3-1) | AGCCCTACCACAACACTACGAA   | TTCACCAATCCTCTGCCTGA     |
| LITCHI010203.m1 | LcMADS45(AP3-2) | TCTGTGAAGGTTGTTCTGTGA    | AGATGGGCAGCTGAGTTTAAA    |
| LITCHI011302.m1 | LcMADS50(PI)    | GGGAGATGGCAATGGAGAAT     | ATAGGCTGAACACGGAATGC     |
| LITCHI028933.m1 | LcMADS65(AG)    | AGAATGAGCTGTTGTTTTTCGG   | TGCCGTATGTCCACTAAATGT    |
| LITCHI011705.m1 | LcMADS51(STK)   | GGATTGCGGACATTGAGAGG     | TGGAGCAGTTTCTTGTCAGGA    |
| LITCHI026995.m1 | LcMADS11(SHP)   | ACACAAGTTGGAGAGCAGTC     | GGCCAGTTTATCATGAGTCATCT  |
| LITCHI019333.m4 | LcMADS100(SEP1) | TGAGGGCTTACAACGAACTCA    | AGGATGATTCTAGCTGACGC     |
| LITCHI005351.m1 | LcMADS94(SEP2)  | GCCCTACAACGCTCACAAAG     | TCCCAATGAACTGTCTAGGT     |
| LITCHI004634.m1 | LcMADS91(SEP3)  | CCAAGTGCAGAAGATGTGGG     | GTTCACTTGGACCGGC         |
| LITCHI023328.m1 | LcMADS73(SEP4)  | TTGACCAGCTTGCGGATCTT     | TAGGCAGCAAGAGAGTGGTC     |
| LITCHI007623.m1 | LcActin         | ACCGTATGAGCAAGGAAATCACTG | TCGTCGTA CTACCCTTTGAAATC |

How the deposited data were processed for this re-analysis (not part of the article)

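Carpels and stamens of functionally female flowers (F) and of both kinds of functionally male flowers (M and m) of litchi were sequenced by the authors in 18 RNA-seq libraries, 3 for each of the 6 organs. Each library was assigned to its organ and replicate by its label, and 0 sample columns were left without an assignment. The authors' deposited table holds a whole-number read count per gene model and library, without normalization. The FPKM values in the same table were calculated by the authors with Cufflinks from uniquely mapped reads, after trimming with Trimmomatic and removal of reads matching ribosomal RNA. The table also holds the FDR and the log2 fold change of the authors' own DESeq2 comparisons for 9 pairs of organs, which were used only for the overlap of called LcMADS genes. The aligner, the counting program, the genome build and the DESeq2 version of the authors are not given in the sources used here. No genome sequence was used here.

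The 37401 gene models include 2187 listed as new genes and 35214 LITCHI models, and 0 lines of the table name no gene. Total counts per library were between 25689398 and 32302522. A count of 0 in the smallest library allows up to 0.117 CPM when 3 counts are taken as the floor, which covers counting error only. The 101 LITCHI identifiers of Table S4 were used as the list of LcMADS genes, and names were taken from 94 rows of Table S1 and from Table S3. Of the identifiers, 100 were found in the deposited table and 95 of these have a name.

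The tests used edgeR 4.0.16 in R 4.3.3 on the counts. Gene models were filtered with filterByExpr by organ, which left 27247 models and 41 LcMADS genes, library sizes were scaled by TMM (factors 0.823 to 1.16), and the quasi-likelihood F-test was applied in 1 model with the 6 organs. The 15 pairwise comparisons, the mean of stamens against the mean of carpels and the 3 interaction contrasts between flower types were tested. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in each comparison, and a gene was called at an FDR below 0.01 and an absolute log2 fold change of at least 1. Standard errors were derived from the log2 fold change and the F statistic. A planned set test of the MIKC* genes is not given, because the part of Table S1 used here holds fewer of these genes than the paper counts.

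The alternatives were DESeq2 1.42.0, its RLE size factors inside edgeR, no filter beyond 1 count in 1 library, a mean of at least 5 CPM, limma 3.58.1 with trend on log2(FPKM + 1) and on log2(FPKM + 0.1), the replicate number as a block, only the organs compared in the fit, an FDR below 0.05, no minimum fold change, and each of the 18 libraries left out in turn. Values on the scales of log2(FPKM + 1) and log2(FPKM + 0.1) understate the change of genes with low FPKM. These alternatives, the designs and the rule for the named genes were fixed before the data were examined. Added after the data were seen were the 9 comparisons of the authors alone, DESeq2 fitted by pair over these 9, libraries thinned to 25689398 counts, the omission of the 5 gene models with 1% or more of a library, and counts summed over the models of a locus.

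The genes named in the text are those of Figure 6b, the genes of the floral ABCDE classes, LcActin and every other LcMADS gene called in at least 1 pairwise comparison. In addition, the 2 called genes with the largest rise and the 2 with the largest fall are named for stamens against carpels, F-carpel against M-carpel and M-carpel against m-carpel, among genes with a mean log2 CPM of at least 5. LcMADS90 of Figure 6b was not matched by name to the deposited table, so no value is given under this name. The LcMADS names run in the order of chromosome position. In the list of identifiers, the unnamed LITCHI004481.m1, which was analysed, stands next before LITCHI004634.m1, which is LcMADS91. By this order LITCHI004481.m1 takes the place of LcMADS90, but the rows used here do not give it that name. The heat map of Figure 6b had been seen when this rule was written.

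The procedures were tested on simulated counts for F-carpel against M-carpel with 200 changed genes. The counts were drawn with the spread that edgeR fitted to these libraries, so few false calls with edgeR were built in. The changed genes had a median absolute log2 fold change of 2.00 with edgeR, above the minimum fold change. In this simulation limma was run on log2(CPM + 1) in place of FPKM. With edgeR, 61% of the changed genes were recovered with 1 false call among 26492 genes tested, with DESeq2 69% with 26 false calls among 27178, and with limma 63% with 0 false calls among 27247. Every recovered gene had the right sign (100%).

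Stretches of 50 identical bases were counted between LcMADS genes over at most 399 bases of the coding sequences listed in Table S1, as a measure of reads that the counting could have split, and 46 pairs shared at least 1. For the 6 organs, 100 assignments of the libraries were used, the real one included and the others drawn at random. For each of the 6 pairs of carpels or of stamens, all 10 splits were taken, the real one included. Genes high in stamens were listed from the F and m flowers (149 genes, of which 93 had a stamen level high enough to be used) and from the M stamens and m flowers (97 genes), and genes high in F-carpel and low in the m flowers were listed in the same way (29 genes). Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Developmental stages, hormone treatments and Q-PCR were not analysed here.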

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

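The tests of the lectin gene models, of the 3 new gene models and of stamen tissue in the M-carpel samples were chosen after the result was seen, as were the tests with thinned libraries and without the 5 gene models with 1% or more of a library.

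The difference between stamen and carpel was not the same in the 3 flower types for a part of the LcMADS genes, which drew attention because the groups of flowers differ by a test of the difference itself. In the interaction contrasts of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14 LcMADS genes were called between F and M flowers, 9 between F and m flowers and 13 between M and m flowers. Adjusted over the list alone, the numbers were 14, 8 and 14. Among the genes of group I and group II, the difference of LcMADS50 in F flowers exceeded that in M flowers by 4.29 and that of LcMADS42 by 2.84 (standard error 0.15, FDR 4.97e-10). The difference of LcMADS75 in F flowers was below that in m flowers by a log2 value of -1.16 (standard error 0.07, FDR 1.15e-09). Among 100 assignments of the libraries to 6 organs, the real one and random draws, only the real one gave as many calls in each of the 3 contrasts. The draws mix stamens with carpels, so the difference between these organs adds to the spread within the drawn groups, and they decide nothing about chance in the interaction contrasts.

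Library size was argued against, since 16, 9 and 13 LcMADS genes were called with every library thinned to the smallest total, among them 14, 8 and 13 of the genes above. The interaction values of the genes above moved by up to 0.41, 2.17 and 0.19 with thinning. The largest change of a log2 fold change between 2 organs was 2.01, for LcMADS48 between M-stamen and m-stamen, where the libraries hold 14 counts and 1 count, and it was 0.61 among LcMADS genes with more than 3 counts in each organ. A few genes with a large share of the counts were argued against as well, since 12, 9 and 13 were called without the 5 most counted models, among them 11, 8 and 13 of the same genes. Reads shared between LcMADS genes were argued against by the called genes without a stretch of 50 bases in common with another LcMADS gene, which were 8 of 11 with a sequence in Table S1, 7 of 7 and 10 of 11. For the other 3 and 1 genes, shared reads remain open. The called genes without a sequence in the rows of Table S1 used here are LcMADS51, LcMADS91 and LITCHI004481.m1. They were not compared, so shared reads are untested for them. The number for F and m flowers depended on the method, with 14 genes called by DESeq2. Stamen tissue in the M-carpel samples was tested as the source of the M-carpel level of the genes called between F and M and between M and m flowers. The 93 genes listed for a high level in stamens had at most 10.2% of their M-stamen level in M-carpel. More than 1.5 times that share was found in 10 of the 14 and 10 of the 13 called genes. For LcMADS42, with 27.2% and a higher level in M-carpel than in F-carpel, this argues against stamen tissue. For LcMADS11, LcMADS45, LcMADS51 and LcMADS72, called lower in M-carpel than in F-carpel, the share decides nothing about F and M flowers. Their contrast rests on a low M-carpel level. The same holds between M and m flowers for LcMADS11, LcMADS51, LcMADS91 and LcMADS96, called lower in M-carpel than in m-carpel. Stamen tissue was not excluded for LcMADS46 with 4.91% and LcMADS47 with 3.56%, nor for LcMADS50 with 11.9% and LcMADS93 with 12.2%. The contrast of F and m flowers uses no M library. A regulation that differs between the flower types remains open as a hypothesis and was not tested separately.

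Both lectin gene models drew attention as a strong signal in genes that the paper does not discuss, far above the 0.117 CPM that a count of 0 allows in the smallest library. LITCHI028104.m1, described as agglutinin-like in the deposited annotation, reached 2.25% of the counts of a library, and Litchi_chinensis_newGene_2823, described as a mannose/glucose-specific lectin, reached 3.03%. Both were highest in m-carpel, with 2.17 ± 0.076% and 2.92 ± 0.098% of the counts (SD, n = 3 libraries). In M-carpel the shares were 0.245 ± 0.011% and 0.284 ± 0.024%, and Litchi_chinensis_newGene_2823 had 0.544 ± 0.035% in F-stamen. LITCHI028104.m1 was called lower in stamens than in carpels, with a log2 fold change of -5.19 (standard error 0.04, FDR 6.14e-20 from edgeR's test). Reads of Litchi_chinensis_newGene_2823 counted on LITCHI028104.m1 were argued against, since the first model had 75.4 times the counts of the second in F-stamen and 1.35 times in m-carpel. Reads of LITCHI028104.m1 counted on Litchi_chinensis_newGene_2823 cannot be told apart from expression of both models, because the ratio was at its lowest 1.16, in M-carpel, and so never fell far below that of m-carpel. A single deviating library was argued against as well, since the lowest m-carpel library lay at least 5.07-fold above the highest library of the other organs for both models. LITCHI028104.m1 differed between the carpels of the flower types. It had 578525 to 706681 counts in the m-carpel libraries, 60287 to 67613 in M-carpel and 4225 to 4432 in F-carpel. The cause of this difference was not tested. For Litchi_chinensis_newGene_2823, a difference of its own between the carpels remains open as a hypothesis.

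The gene models Litchi_chinensis_newGene_6310, Litchi_chinensis_newGene_6311 and Litchi_chinensis_newGene_662 drew attention in the same way, at up to 1.06%, 2.08% and 2.14% of the counts of a library, in each case a library of M-carpel. The deposited annotation matches them to hypothetical proteins of Glycine max. Their summed share was 0.446%, 5.01% and 3.81% in the M-carpel libraries and 2.18%, 0.176% and 0.194% in the M-stamen libraries, and over the 18 libraries it ranged from 0.122% to 5.01%, 40.9-fold. A difference between the organs was argued against as the whole explanation, since the share differed up to 12.4-fold between libraries of 1 organ. The ratio of Litchi_chinensis_newGene_662 to Litchi_chinensis_newGene_6311 varied only 1.78-fold over the 18 libraries, from 0.82 to 1.46, so 1 shared source of reads that differs between libraries is a candidate explanation. The source itself was not tested. Without these gene models and the 2 lectin models, the log2 fold change of an LcMADS gene between 2 organs moved by at most 0.055.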

How the results depend on the processing

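The tests with thinned libraries, without the 5 most counted models, with counts summed by locus and over the 9 comparisons of the authors were chosen after the data were seen. All other alternatives are those listed in the processing summary.

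The number of LcMADS genes called in at least 1 of the 15 comparisons was 34, and 36 with DESeq2, 34 with RLE size factors, 35 without a filter, 30 with limma on log2(FPKM + 1), 35 on log2(FPKM + 0.1), 33 with only the organs compared in the fit, 39 at an FDR below 0.05 and 36 without a minimum fold change. The comparison of all stamens with all carpels has no value with only the organs compared, since it uses all 6 organs. No set test of the MIKC* genes is given, because fewer of them are in the part of Table S1 used here than the paper counts. The number of LcMADS genes called was 32 to 35 with each library left out in turn. With the added alternatives it was 34 over the 9 comparisons, 42 with DESeq2 by pair over these 9, 32 with thinned libraries, 34 without the 5 most counted models and 41 with counts summed by locus. The numbers of group I genes called against all 5 organs (3 or 4) and of group II genes called in each flower type (6, and 8 without a minimum fold change) stayed within 1.5 times of their value, as did the number of LcMADS genes that differed between F and M flowers.

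With a filter at a mean of at least 5 CPM, 19 LcMADS genes were called in at least 1 comparison in place of 34, and 4346 genes were called between stamens and carpels in place of 8066. None of LcMADS12, LcMADS67 and LcMADS85 was tested at that level, so 0 were called against all organs. At this level fewer genes are tested by construction. With limma on log2(FPKM + 1), 4950 genes were called between stamens and carpels, 2229 between M-carpel and m-carpel in place of 3461, and 6 of the 13 group II genes in place of 10. The number of LcMADS genes that differed between F and m flowers was 9, and 14 with DESeq2, 16 with limma on log2(FPKM + 0.1) and 15 without a minimum fold change. With only the organs compared in the fit, 8 LcMADS genes differed between M and m flowers in place of 13. With limma, DESeq2 or fewer organs in the fit, the cause was not tested.

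Without the minimum fold change, more genes were called by construction: 16433 for stamens against carpels, 12903 for F-carpel against M-carpel, 14095 for F-carpel against m-carpel and 8354 for M-carpel against m-carpel. For the stamens they were 9253 for F against M, 10563 for F against m and 7832 for M against m.

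With each library left out in turn, the number of genes called was 7888 to 8008 for stamens against carpels, 7201 to 7797 for F-carpel against M-carpel, 8736 to 9302 for F-carpel against m-carpel and 3141 to 3439 for M-carpel against m-carpel. It was 3465 to 4064, 4670 to 5182 and 2527 to 2873 for F against M, F against m and M against m stamens. The interaction contrasts gave 11 to 15, 8 to 11 and 9 to 12 LcMADS genes. Of LcMADS12, LcMADS67 and LcMADS85, 0 to 1 were called against all 5 organs. It was 0 without any one of the 3 M-stamen or the 3 F-stamen replicates, where the FDR of LcMADS85 between F-stamen and M-stamen was 0.0175 to 0.0335. A smaller number of libraries leaves fewer degrees of freedom.

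The log2 fold changes of named genes were recomputed with DESeq2, RLE size factors, limma on log2(FPKM + 1), the block, only the organs compared and each library left out. Of 137, 101 kept their side of the thresholds under all of these. With DESeq2, 132 did so, with RLE size factors 136 and with limma on log2(FPKM + 1) 111. LcMADS96 changed sign between F-carpel and m-carpel, from -0.11 to 0.094 with limma on log2(FPKM + 1), and ranged from -0.13 to 0.015 with each library left out, with 0.015 without F-carpel replicate 1. LcMADS100 changed sign for stamens minus carpels, from 0.14 to -0.0082 with limma on log2(FPKM + 1), and the interaction of LcMADS51 between F and m flowers from 0.48 to -1.28, where it was called. For LcMADS51, the F-stamen and m-stamen means, 0.743 and 0.112 FPKM, lie below the added 1, which damps their difference on that scale. For LcMADS96 and LcMADS100 the cause was not tested. LcMADS18 (F-carpel against m-stamen), LcMADS48 (F-stamen against m-stamen) and LcMADS101 (m-carpel against F-stamen) were among the 20 that limma did not call. LcMADS101 was also lost without F-stamen replicates 1 or 3 or any m-carpel replicate (FDR 0.0102 to 0.0157), and LcMADS64, for M-stamen against m-stamen, without M-stamen replicate 1 or m-stamen replicates 1 or 2 (FDR 0.0158 to 0.0186). When the models of a locus were summed, LITCHI012326.m2 changed sign between M-carpel and m-carpel, from -7.35 to 0.21, because the other model of the locus had most of the counts in M-carpel.

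The scaling moved the medians of all genes. TMM and RLE differed by less than 0.1 on the log2 scale in each comparison, whereas limma on the deposited FPKM moved the median for F-stamen minus m-stamen by 0.14 with a pseudocount of 1 and by 0.31 with 0.1. For M-stamen minus m-stamen the shifts were 0.12 and 0.21, and for stamens minus carpels -0.11 and -0.15. With the pseudocount of 0.1 they were 0.14 for F-carpel minus M-carpel and 0.17 for F-carpel minus m-carpel. The share of genes called higher in the first organ changed accordingly. It was 56.3% for F-stamen against m-stamen and 72.4% and 76.9% with the pseudocounts of 1 and 0.1, and 53.4% for F-carpel against m-carpel with 64.2% and 63.4%. It was 48.7% for F-carpel against M-carpel and 60.3% and 58.7% with limma. With the pseudocount of 0.1 it was 66.3% in place of 53.2% for F-stamen against M-stamen and 61.2% in place of 46.8% for M-stamen against m-stamen.

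Replicates share a number across the organs, but the numbers did not pair the samples. The correlation of the deviations of same-numbered libraries from their organ means was -0.052 to 0.048. With the replicate block, 34 LcMADS genes were called in at least 1 comparison and 0 of LcMADS12, LcMADS67 and LcMADS85 against all 5 organs, where the FDR of LcMADS85 between F-stamen and M-stamen was 0.0143. Of the 137 named log2 fold changes, 132 kept their side of the thresholds with the block. Besides LcMADS85, those that did not were LcMADS94 for F-carpel against M-carpel (FDR 0.0157), LcMADS37 for F-carpel against F-stamen (FDR 0.0182), LITCHI008367.m3 for F-carpel against M-carpel (FDR 0.0141) and LITCHI024390.m1 for M-carpel against m-carpel (FDR 0.0125).

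The libraries were assigned to 6 organs in 100 ways, the real one included. Only the real one gave as large a number of LcMADS genes in at least 1 comparison and of genes between stamens and carpels. The other assignments mix stamens with carpels, which adds to the spread within their groups. This tells only that the organ labels as a whole are related to expression. It decides nothing about chance for a single gene or comparison. The real one was also the only 1 for group I, group II and LcMADS12, LcMADS67 and LcMADS85, but the study chose these genes on the same libraries, so these splits decide nothing. For each of the 6 pairs within carpels or within stamens, only the real split, 1 of the 10 possible, gave as many called genes. This is the smallest share that 3 against 3 libraries allow, so the share alone cannot exclude chance. The real splits gave 2853 to 9334 called genes and the other splits at most 3, although these mix both organs, which adds to their spread. In the simulated counts for F-carpel against M-carpel, edgeR made 1 false call among 26492 genes tested. Those counts were drawn with edgeR's own fitted spread, so this number decides nothing about chance. Neither the splits nor the simulation excludes chance for the genes called in the 6 pairs. These calls rest on the FDR of edgeR's test. Depth limits the genes with few counts: LcMADS85 and LcMADS37 had at most 3 counts in a library of F-carpel, and no fold change is given for them there.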

Differences from the paper's values

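No test in this part was chosen after the result was seen, apart from DESeq2 fitted by pair over the 9 comparisons of the authors and counts summed by locus. The number of differentially expressed LcMADS genes was 34 here and 29 in the paper, within 1.5 times of each other. Of the alternatives set before the data were examined, only the filter at a mean of at least 5 CPM gave a number, 19, that was further away than that.

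The paper states that every gene of group II was much higher in stamens than in carpels. All 13 had their highest mean FPKM in a stamen. Of the 13 genes, 10 were called for the means of both organs and 6 in each flower type. Without a minimum fold change the numbers were 12 and 8, where LcMADS9 and LcMADS44 were added for the means. LcMADS100 was not called under any of the alternatives for the means. In F flowers the log2 fold change of stamen minus carpel of LcMADS100 was -0.37 (standard error 0.07, FDR 0.000516 from edgeR's quasi-likelihood test), toward carpels, while it was 0.51 in M flowers and 0.27 in m flowers. Without a minimum fold change, LcMADS100 was called higher in stamen in 2 of the flower types.

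For group I, the paper states a lower abundance in the stamens and in the carpels of functionally male flowers than in F-carpel. All 6 had their highest mean FPKM in F-carpel, and 3 were called against all 5 organs. LcMADS94 was the fourth with DESeq2, with limma on both scales, with only the organs compared in the fit, with an FDR below 0.05 as the threshold and without m-stamen replicate 3, and also with counts summed by locus, an alternative chosen after the values were seen. Without a minimum fold change the fourth was LcMADS11, for which 5 comparisons were then called in place of 2. LcMADS96 had 3.64 ± 0.413 FPKM in F-carpel and 3.33 ± 0.12 in m-carpel (SD, n = 3), which were not told apart under any alternative run.

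LcMADS38 is among the genes of Figure 6b and was not called here by edgeR (FDR 0.0358). It was called by DESeq2 in 1 comparison (FDR 0.00704 for F-carpel against M-stamen) and by limma on log2(FPKM + 1) in 2. DESeq2 fitted by pair over the 9 comparisons of the authors, an alternative chosen after the values were seen, called all 29 of the genes called in the authors' deposited table, so that none of them was dropped, and 42 in all.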

Other observations

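Among the tests below, those of the uniform share in M-carpel, of the gene models present in all or none of the libraries of an organ and of the sums over a locus were chosen after the result was seen.

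Genes high in stamens were present at a nearly uniform, low share in M-carpel. Over 93 of 149 genes listed for a mean of at least 50 FPKM in the stamens and at most 2% of it in the carpels of F and m flowers, the median share of the M-stamen level found in M-carpel was 5.86% (95% interval of the median 5.66% to 6.12%, range 3.33% to 10.2%). In the libraries of M-carpel the median was 6.42%, 5.52% and 5.69%. It was 1.09% to 1.20% in m-carpel and 0.504% to 0.558% in F-carpel relative to their own stamens, as the rule of the list required. The most abundant gene of the list had 1768 FPKM in M-stamen and 80.9 FPKM in M-carpel, and all 93 genes had at least 1 FPKM in M-carpel.

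Stamen tissue or pollen in the M-carpel samples may account for this. The upper quartile of the share was 1.30 times the lower one, but the ratio of F-stamen to m-stamen over the same genes, which involves no such mixture, also had quartiles 1.63 times apart, so the uniform share decides nothing. Reads of every library present in every other library were tested with 29 genes of F-carpel that are low in m flowers, whose median level in M-stamen was 1.42% (95% interval 0.365% to 2.16%) of their level in F-carpel. This interval lies below that of the stamen genes, and a list of stamen genes chosen without F-carpel had a median of 0.532% there (95% interval 0.504% to 0.596%), so reads of every library in every other are argued against as the whole cause of the 5.86%. Stamen tissue or pollen cannot be told apart from a low expression of stamen genes in the carpels of M flowers.

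For LcMADS50, which was higher in M-carpel than in m-carpel by a log2 fold change of 4.21 (standard error 0.17, FDR 3.93e-11 from edgeR's quasi-likelihood test), library size was argued against by the value of 4.18 with thinned libraries, and shared reads by 0 stretches of 50 bases in common with other LcMADS genes. Its M-carpel level was 11.9% of that in M-stamen, above the highest share of the listed genes, and 43 of the 93 genes reached a share of at least 0.5 times that of LcMADS50. The median of 5.86% lies between the levels set for and against this explanation, so stamen tissue in the M-carpel samples cannot be told apart from expression of LcMADS50 in these carpels.

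LcMADS75 had 36.0% of its F-stamen level in F-carpel, where LcMADS50 had 0.64%. Over 97 genes listed for a high level in M-stamen and m-stamen and a low one in m-carpel, of which 93 are also in the first list, the median share in F-carpel was 0.532% of the F-stamen level, 2 of the genes reached at least 0.5 times the LcMADS75 share, and 65 of the 97 had at least 1 FPKM in F-carpel. The most abundant of these genes had 3505 FPKM in F-stamen and 10.3 FPKM in F-carpel. Stamen tissue in the F-carpel samples is thus argued against as the source of LcMADS75, and so are reads shared with other LcMADS genes, with 0 stretches in common. Expression of LcMADS75 in F-carpel is a hypothesis that remains open.

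LcActin, the reference gene of the paper's Q-PCR, was not level across the 6 organs. It had 340 ± 17.7 FPKM in F-carpel, 299 ± 11.1 in m-stamen and 215 ± 2.68 in m-carpel (SD, n = 3). The largest log2 fold change was that of m-carpel minus m-stamen, -0.72, with an FDR of 4.86e-09 from edgeR's F-test over the 6 organs (8.03e-76 to 6.97e-08 under the alternatives). Its size was 0.656 to 0.811 under the alternatives and 0.699 to 0.750 with each library left out, and with limma the largest pair was F-carpel against m-carpel. Of the 100 assignments, the real one included, only the real one gave as large a result. This argues against organ labels unrelated to the level of LcActin. No pair reached the minimum fold change under the alternatives run.

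LcMADS65, named LcAG by the paper, was called in 0 of the 15 comparisons. It had its highest mean in m-carpel, 88.0 ± 5.85 FPKM, and its lowest in M-carpel, 53.8 ± 3.26 FPKM (SD, n = 3). The log2 fold change of M-carpel minus m-carpel was -0.76 (standard error 0.04, FDR 1.82e-10 from edgeR's quasi-likelihood test), under the minimum fold change, and -0.80 to -0.70 with each library left out in turn.

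Some gene models had 0 counts in 1 library and 500 or more in another of the same organ. This pattern was seen in 291 models, which were 9.76% of the models of loci with more than 1 model that reach 500 counts and 0.25% of those with 1 model, and in 0 LcMADS models. The median of the highest count was 919, but the pattern requires 500 or more, so this value decides nothing about too few counts. When the models of a locus were summed, 0 of the 206 loci kept the pattern, and the summed counts of the libraries of an organ differed by a median of 1.20-fold, though by 2-fold or more in 41 of 378 cases of a locus in an organ. A candidate explanation for the 261 models at these loci is that reads of 1 locus were given to different models in different libraries. The other 30 models are at loci with 1 model, which summing does not test and this explanation leaves open.

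Of the 11 genes named for the largest changes, 6 show this pattern. LITCHI020813.m1, the single model of its locus, had 0, 3142 and 0 counts in M-stamen, and its call for stamens against carpels (FDR 0.00203) was lost without M-stamen replicate 2 (FDR 1). LITCHI022611.m8 had 0 counts in every stamen library and 0, 2367 and 0 in F-carpel, and its call was lost without F-carpel replicate 2 (FDR 1). The log2 fold change of stamens minus carpels was -0.72 for the locus, which was not called. LITCHI027655.m1 was called higher in stamens (FDR 5.81e-05), with 0 counts in every F-carpel and M-carpel library and 558, 0 and 0 in m-carpel, and the value for the locus was 1.12. LITCHI008367.m3 had 0 counts in F-carpel and 2391 to 3437 in M-carpel, at least 3552-fold higher against a floor of 3 counts over the group, and was lost without any M-carpel or F-carpel replicate (FDR 0.0108 to 0.0216). The other model of its locus had 2475 to 2880 counts in F-carpel, and the locus was not called (log2 fold change of F-carpel minus M-carpel -1.55, FDR 0.0115). LITCHI024390.m1 was lower in M-carpel than in m-carpel (FDR 0.00613), a call lost without M-carpel replicates 2 or 3 or m-carpel replicates 1 or 3 (FDR 0.0137 to 0.0292), with limma on log2(FPKM + 1) and with only both organs in the fit. LITCHI024390.m3 of the same locus had 4168, 196 and 133 counts in M-carpel and 0, 6913 and 19 in m-carpel, and the locus was not called (-1.91, FDR 0.03).

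LITCHI012326.m1 and LITCHI012326.m2 are models of 1 locus whose counts changed places. In M-carpel LITCHI012326.m1 had 6304 to 7124 counts and LITCHI012326.m2 22 to 46, while in m-carpel they had 0 to 38 and 5045 to 7127. For M-carpel minus m-carpel the log2 fold changes were 9.16 and -7.35, and that of the locus was 0.21, which was not called (standard error 0.11, FDR 0.148). The call of LITCHI012326.m1 was lost without M-stamen replicate 3, any M-carpel replicate or any m-carpel replicate (FDR 0.011 to 0.0304), and was not made by DESeq2 (FDR 0.0534). In F-carpel, where LITCHI012326.m1 had 0 counts, LITCHI012326.m2 had 867 to 1198, and the locus was lower in F-carpel than in M-carpel with a log2 fold change of -3.16 (standard error 0.13, FDR 3.51e-13).

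LITCHI009111.m3 had 0 counts in m-carpel and was at least 744-fold higher in M-carpel, while the other model of its locus had 111 to 212 counts in m-carpel and the log2 fold change of the locus was 2.69. LITCHI028690.m1 and LITCHI026999.m1, each the single model of its locus, were higher in F-carpel than in M-carpel by 10.75 (standard error 0.75) and 9.58 (standard error 0.40) on the log2 scale. LITCHI028104.m1 is the agglutinin-like model.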
